# Unraveling Verapamil’s Multidimensional Role in Diabetes Therapy: From β-Cell Regeneration to Cholecystokinin Induction in Zebrafish and MIN6 Cell-Line Models

**DOI:** 10.3390/cells13110949

**Published:** 2024-05-30

**Authors:** Hossein Arefanian, Ashraf Al Madhoun, Fatema Al-Rashed, Fawaz Alzaid, Fatemah Bahman, Rasheeba Nizam, Mohammed Alhusayan, Sumi John, Sindhu Jacob, Michayla R. Williams, Nermeen Abukhalaf, Steve Shenouda, Shibu Joseph, Halemah AlSaeed, Shihab Kochumon, Anwar Mohammad, Lubaina Koti, Sardar Sindhu, Mohamed Abu-Farha, Jehad Abubaker, Thangavel Alphonse Thanaraj, Rasheed Ahmad, Fahd Al-Mulla

**Keywords:** β-cells, verapamil, calcium channel blocker, zebrafish, MIN6 cells, diabetes mellitus

## Abstract

This study unveils verapamil’s compelling cytoprotective and proliferative effects on pancreatic β-cells amidst diabetic stressors, spotlighting its unforeseen role in augmenting cholecystokinin (CCK) expression. Through rigorous investigations employing MIN6 β-cells and zebrafish models under type 1 and type 2 diabetic conditions, we demonstrate verapamil’s capacity to significantly boost β-cell proliferation, enhance glucose-stimulated insulin secretion, and fortify cellular resilience. A pivotal revelation of our research is verapamil’s induction of CCK, a peptide hormone known for its role in nutrient digestion and insulin secretion, which signifies a novel pathway through which verapamil exerts its therapeutic effects. Furthermore, our mechanistic insights reveal that verapamil orchestrates a broad spectrum of gene and protein expressions pivotal for β-cell survival and adaptation to immune-metabolic challenges. In vivo validation in a zebrafish larvae model confirms verapamil’s efficacy in fostering β-cell recovery post-metronidazole infliction. Collectively, our findings advocate for verapamil’s reevaluation as a multifaceted agent in diabetes therapy, highlighting its novel function in CCK upregulation alongside enhancing β-cell proliferation, glucose sensing, and oxidative respiration. This research enriches the therapeutic landscape, proposing verapamil not only as a cytoprotector but also as a promoter of β-cell regeneration, thereby offering fresh avenues for diabetes management strategies aimed at preserving and augmenting β-cell functionality.

## 1. Introduction

Consistently escalating morbidity and complications associated with diabetes have become a matter of growing concern. As of 2021, globally, 537 million (1 in 10) adults were living with diabetes, and these staggering figures are predicted to rise up to 783 million by 2045 [1]. Although in the past century, the discovery of insulin has improved the therapeutic options for patients with diabetes, certain limiting factors, such as insufficient efficacy, cost, weight gain, and life-threatening hypoglycemic episodes remain the prohibitive challenges that are commonly associated with the use of insulin in humans [2,3].

Type 2 diabetes mellitus (T2DM) is a chronic metabolic disorder, accounting for 90–95% of all diabetic cases. Its pathophysiology involves a combined effect of long-term insulin resistance and β-cell impairment and consequently, reduced insulin secretion and hyperglycemia, ultimately leading to pancreatic β-cell dysfunction [4]. Type 1 diabetes (T1D) is an autoimmune and inflammatory disease that is characterized by a loss of pancreatic β-cells. Its treatment comprises exogenous insulin to maintain normoglycemia, which requires continuous infusion or multiple daily injections, with no oral medications available. Moreover, treatment with exogenous insulin does not reverse the loss of β-cell mass and function [5]. Although therapeutic approaches aimed at improving insulin delivery and glucose uptake are necessary for the treatment of diabetes, they are not designed to target the disease at its root cause, i.e., β-cell dysfunction or loss. 

Verapamil is a calcium channel blocker (CCB) that was approved by the Food and Drug Administration (FDA) in the late 1990s for the treatment of hypertension, angina, and arrhythmia [6]. Notably, it was found to lower the risk of developing new-onset diabetes [7,8,9], as compared to other CCBs, and was also found to lower fasting glucose levels in patients with diabetes [3,10,11,12,13,14]. Verapamil is known to act by inhibiting the L-type calcium channels and reducing the cellular calcium influx, thereby inhibiting the transcription of the thioredoxin-interacting protein (TXNIP) [14,15,16], which would otherwise accumulate and increase oxidative stress-related toxicity in the pancreas [11,17,18]. While intracellular calcium is required to trigger insulin exocytosis, chronic increase in calcium levels may result in β-cell impairment [19]. This preventative mechanism of verapamil is highly attributed to TXNIP downregulation, which further leads to a decrease in β-cell apoptosis [14,15,19]. 

Verapamil ameliorated β-cell survival and activity, enhanced insulin levels, improved glucose sensitivity and homeostasis, and reduced hypoglycemic episodes in both mice and patients with T1D [3,11,13,14,15]. Oral verapamil administered to patients with T1D lowered dependency on exogenous insulin and improved endogenous β-cell function, measured using the C-peptide area under the curve (AUC), as compared to the placebo. Additionally, it decreased the frequency of hypoglycemic events [3,11,13,14,15]. Similarly, in mice, oral verapamil lowered TXNIP expression, increased endogenous insulin levels, and reduced β-cell apoptosis, rescuing the mice from streptozotocin (STZ)-induced diabetes [15,20]. In human clinical trials, verapamil showed a reduced risk of new-onset diabetes, as compared to atenolol use [8,9]. 

These interesting studies led us to further investigate the mechanisms by which verapamil renders beneficial effects in MIN6 mouse pancreatic β-cells and transgenic zebrafish models, specifically focusing on β-cells viability and function, after challenges with immune-metabolic stressors mimicking the T1D/T2D insults.

## 2. Materials and Methods

### 2.1. Cell Culture and Treatments

MIN6 cells, a mouse β-cell line, were generously gifted by Dr. Jun-ichi Miyazaki, Kumamoto University Medical School, Japan [21]. The cells were cultured and maintained in Dulbecco’s modified Eagle’s medium (DMEM), which contained 25.2 mM glucose, supplemented with 15% heat-inactivated fetal bovine serum (FBS), 2 mM l-glutamine, 1 mM sodium pyruvate, 10 mM HEPES, 50 μg/mL penicillin, 100 μg/mL streptomycin, and 70 mM β-mercaptoethanol at 37 °C, with 5% CO_2_ (all reagents were purchased from Invitrogen, Waltham, MA, USA). The cells were re-fed every 2 to 3 days [21]. For experimental assays, cells were maintained in the supplemented DMEM containing 5.6 mM glucose. All analyses using MIN6 cells were performed at a passage of <25. 

A stock solution of verapamil hydrochloride (152-11-4, Calbiochem, Burlington, MA, USA) was freshly prepared in phosphate-buffered saline (PBS). The cells were treated with verapamil at different concentrations, depending on each experimental setting. 

### 2.2. Cell Survival

Cells were seeded at a concentration of 5 × 10^4^ cells/well in a 96-well plate (Costar, High Wycombe, UK). Based on the experimental set-up, cells were treated with verapamil and/or different stressors (details included in Supplementary Methods), and cell survival was determined using an MTT (3-[4,5-dimethylthiazol-2-yl]-2,5 diphenyl tetrazolium bromide) assay (Trevigen, Minneapolis, MN, USA), following the manufacturer’s instructions. Plates were read using a Synergy H4 Hybrid Microplate Reader (BioTek, Winooski, VT, USA), and the data were analyzed using Gen5 software ver 2.03.

### 2.3. Cell Proliferation

MIN6 β-cell proliferation was determined by monitoring growth consecutively for 24 h. To perform proliferation assays, cells were seeded at a concentration of 5 × 10^4^ cells/well in 24-well plates (Costar, High Wycombe, UK) and incubated overnight at 37 °C in 5% CO_2_. Later, verapamil was added (50 μM) every 24 h for 7 days, followed by trypsinization, harvesting, and cell counting using a trypan blue dye exclusion assay.

### 2.4. Immunohistochemical Detection of Ki67

To test the effect of verapamil on MIN6 β-cell proliferation, immunohistochemical (IHC) analysis of Ki67 was performed, as described previously [22]. Briefly, cells were seeded on coverslips in media supplemented with 2% bovine serum albumin (BSA) free fatty acid (FFA) (Cat# 820024, Sigma, St. Louis, MO, USA) for 24 h. Then, cells were either treated with verapamil (50 μM) for another 24 h or left untreated to serve as control. Cells were stained using rabbit anti-mouse Ki67 primary antibody and goat anti-rabbit secondary antibody; actin filaments and nuclei were counterstained using Phalloidin-iFluor 594 reagent and a mounting medium with DAPI (details included in Supplementary Methods). Confocal images were obtained using an inverted Zeiss LSM710 spectral confocal microscope (Carl Zeiss, Gottingen, Germany). All samples were analyzed using the same parameters, and the resulting color markup for analysis of each sample was confirmed. Correlated total cell fluorescence (CTCF) was calculated from 10 different fields of each number (n) via ImageJ ver. 2.9.0, using the following equation: 

CTCF = Integrated Density − (Area of selected cell × Mean fluorescence of background readings) [23].

### 2.5. Western Blotting

MIN6 cells were seeded in 6-well plates (Corning, Somerville, MA, USA) and incubated in media supplemented with 2% BSA free-FFA for 24 h. Then, cells were either treated with verapamil (50 μM) and incubated for another 24 h or left untreated (control). Later, total protein was extracted, and Western blotting was performed as previously described [24,25] (details included in Supplementary Methods).

### 2.6. Cell Cycle Analysis

Cell cycle analysis was carried out using flow cytometry, based on propidium iodide (PI) staining of the DNA, as described before [26]. Briefly, MIN6 cells were seeded in 12-well plates (Costar, High Wycombe, UK) in media supplemented with FFA-free 2% BSA for 24 h. Then, cells were treated with verapamil (50 μM) for 1, 2, 3, or 4 h, or left untreated (control). Following trypsinization, re-suspended cells were fixed with ice-cold 70% ethanol, harvested by centrifugation (800 × *g* for 5 min), treated at room temperature with RNase (100 µg/mL) for 30 min, followed by incubation with PI (40 µg/mL) for another 30 min. DNA content and cell cycle were analyzed using a BD FACSCant Flow Cytometer (BD Bioscience, San Jose, CA, USA). Cells were gated and analyzed for doublet exclusion. A single cell population was acquired for analysis at 490 nm Ex and 630 nm Em wavelengths. Data were analyzed using BD FACSDivaTM Software 8 (BD Biosciences, San Jose, CA, USA).

### 2.7. Protection Assays

For protection assays, verapamil was used at concentrations of 1, 5, 10, and 50 μM. The protection assays were conducted for verapamil treatment in pretreatment, cotreatment, and pretreatment followed by cotreatment conditions, and challenged the cells with STZ and T1D-/T2D-cytomixes, as indicated elsewhere [27,28] (details included in Supplementary Methods).

### 2.8. Glucose-Stimulated Insulin Secretion (GSIS) Assay 

A GSIS assay was performed using the static incubation method, as described before [29] (details included in Supplementary Methods). Briefly, 1 × 10^5^ cells/well were seeded in 24-well plates (Corning, Somerville, MA, USA) and incubated for 24 h. Later, MIN6 cells were treated with verapamil (50 μM) for another 24 h. Then, the cells were incubated with Krebs–Ringer HEPES buffer supplemented with different concentrations of glucose at 37 °C. GSIS assay was terminated, the conditioned media were collected, and levels of secreted insulin were detected using ultrasensitive mouse insulin ELISA kit (Mercordia, Sylveniusgatan, Uppsala, Sweden). Total insulin content in cells was measured by adding cold acidified ethanol to each well and keeping it overnight at −80 °C. After three freeze/thaw cycles, cells were scraped off and supernatants were collected by centrifugation, neutralized with 1 M Tris pH 7.5, and insulin levels were measured using ELISA. The levels of total insulin content and secreted insulin were normalized by the level of total protein measured by Bradford assay against a standard curve.

### 2.9. Metabolic Flux Analysis (Seahorse Assay)

The oxygen consumption rate (OCR) was analyzed by a mitochondrial stress test using the manufacturer’s protocol (Seahorse XFe96, Agilent Technologies, Santa Clara, CA, USA). Briefly, MIN6 cells were seeded in Agilent Seahorse XF96 Cell Culture Microplate (Cat#: 101085-004) at a concentration of 4 × 10^4^ cells/well and incubated for 24 h, and later, cells were either treated with STZ (3 mM) and/or verapamil (50 μM) or were left untreated (control). At the end point of each condition, an OCR assay was performed using compounds in assay media (supplemented with 5.6 mM glucose) at the following concentrations: Oligomycin (1 µM), FCCP (2 µM), and Rot/AA (0.5 µM) (Cat# 103015-100; Agilent Technologies Seahorse XF Cell Mito Stress Test Kit, Santa Clara, CA, USA). The levels of basal and maximal respirations were calculated, and OCR was normalized to the extracted total protein as an indirect estimation of the number of cells [30]. 

### 2.10. Whole-Transcriptome Analysis

Whole-transcriptome analysis was conducted as previously described [25] (details included in Supplementary Methods). Briefly, total RNA was isolated from verapamil-treated (50 μM; 24 h) and untreated (control) MIN6 cells using a RNeasy kit (Qiagen, Hilden, Germany), following standard protocol. For whole-transcriptome sequencing, RNA (40 ng) was used to prepare the transcriptome libraries, using a Truseq stranded mRNA kit (Illumina Inc., San Diego, CA, USA), following the manufacturer’s protocol. The libraries were validated and quantified using a bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and qubit fluorometer (Thermofisher Scientific, Santa Clara, CA, USA), respectively. Paired-end sequencing was carried out using the Novaseq 6000 system (Illumina Inc. San Diego, CA, USA), and the BCL files were converted to Fastq using the bcl2fastq ver. 2.20 tool. Quality control of Fastq files was performed using FastQC (ver. 0.11.9). Trimmomatic (ver. 0.39) was used for the adaptor and quality trimming, and for removing extremely short reads, and HISAT2 (ver. 2.1.0) was used for data alignment. To enumerate the number of reads associated with the genes, the htseq-count tool was used in HTSeq (ver. 0.9.1). Differential gene expression analysis was performed using the Bioconductor package edgeR, using the default setting. The presented data are from four sets of independent experiments, and from each set, three replicates were processed to control for intra- and inter-assay errors.

### 2.11. Proteome Sample Preparation 

Proteome sample preparation was conducted based on the standard protocol [31] (details included in Supplementary Methods). Briefly, frozen pellets of MIN6 cells treated with verapamil (50 μM; 24 h) and untreated cells (control) were lysed, reduced using reduction buffer at 37 °C, and then digested by incubating with trypsin at 37 °C overnight. Next, the samples were acidified and cleaned by using C-18 MACROSpin plates, and the digested peptides were eluted in 340 µL/well of C18 elution solution (0.1% *v*/*v*) TFA in 50% acetonitrile. Samples were dried, reconstituted (1 µg/µL), and analyzed using Q-Exactive liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) coupled with an EASY-nLC™ 1200 nano-LC System, through an EASY-Spray Ion Source (Thermo Fisher Scientific, Waltham, MA, USA). Peptides were eluted and separated using a 170 min run, and the eluent was ionized using Easy Spray nano ESI source operating in positive ion mode. Label-free quantitation was performed using Thermo Scientific Proteome Discoverer 2.4 software and the SEQUEST^®^ HT search engine. The data were searched against a Mus musculus fastafile with a 1% false discovery rate (FDR) using Percolator. Further processing was performed using a new Rt-Aligner and created Feature Mapper nodes for the untargeted label-free quantification workflow. FDRs for proteins, peptides, and peptide spectral matches were kept at 1%. All results were filtered by a q-value of <0.01 (equals an FDR of 1% on the peptide level and a filter of a minimum of 2 unique peptides). The presented data are from three sets of independent experiments, and from each set, three replicates were processed to control for intra- and inter-assay errors.

### 2.12. Bioinformatics Analyses

RNA-Seq downstream analysis was performed using in-house R scripts. The volcano plot and heatmap were generated using R packages ggplot2 and heatmap, respectively. Functional classification and enrichment analysis were based on GO annotation and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [25]. To detect the pathways differentially perturbed in verapamil-treated cells as compared to untreated cells, a computational method was used to integrate differential gene expression into predefined pathways, as previously described [32]. Briefly, P = (G, I) was graphed, where “P” is the pathway, “G” is their gene sets, and “I “depicts the interactions between these genes. The fold change (treatment vs. control) data were entered, and the pathways perturbed by verapamil treatment were identified. The Liptak–Stouffer z-score was calculated as the perturbation of each subgraph, and the most perturbed subpathway was computed using the algorithm, as described elsewhere [32]. Bonferroni corrections were applied to compute *p*-values of the most perturbed pathways for more stringent proteomic and transcriptomic results.

### 2.13. In Vivo Study Using Transgenic Zebrafish Embryos Model

Zebrafish (Danio rerio) were reared at 28 °C under a 12 h light/dark cycle at the Dasman Diabetes Institute’s Animal Facility. The fish were bred as per the guidelines approved by the Animal Care Ethical Committee (RA-2019-005) in accordance with the National Institutes of Health (NIH) guide for the care and use of laboratory animals (NIH Publications No. 8023, revised 1978) and were in compliance with the ARRIVE guidelines and the standard laboratory procedures for zebrafish [33]. Ins:NfsB-mCherry transgenic zebrafish was a generous gift from Dr. Michael J. Parsons, University of California, Irvine, USA. In this ins:NfsB-mCherry transgenic model, the bacterial gene encoding the nitro-reductase (NTR) enzyme, which converts a prodrug such as metronidazole (MTZ) to cytotoxins was fused to an mCherry fluorescent reporter under the control of an insulin proximal promoter [34]. MTZ (M3761, Sigma, St. Louis, Mo, USA) was dissolved in E3 media, as previously described [35], and verapamil was dissolved in deionized water. Embryos were reared in E3 media at 28 °C in the dark, and to study the β-cell protective effect of verapamil, larvae were monitored 3–6 days post fertilization (dpf) for β-cell regeneration by detecting mCherry fluorescence intensity. The transgenic larvae were grouped as follows: group 1, control (untreated larvae); group 2, larvae treated with 10 µM verapamil; group 3, larvae treated with 10 µM verapamil for 24 h and then exposed to fresh E3 media containing 10 mM MTZ for 48 h; and group 4, embryos treated with 10 mM MTZ at 4 dpf for 48 h. Full body images (75X magnification; 200 ms exposure time) were acquired using a Discovery V12 Stereo microscope (Zeiss, Jena, Germany) and an Alexa Flour 594 red fluorescent emission filter.

### 2.14. Statistical Analysis

The data obtained were expressed as mean ± SEM values from at least three individual experiments. The significance of group differences was calculated using an unpaired Student’s *t*-test or one-/two-way analysis of variance (ANOVA) test, followed by Tukey’s multiple comparisons test using GraphPad Prism ver. 9.0 (GraphPad Software, Boston, MA, USA). *p*-values <0.05 were considered statistically significant and expressed as * *p <* 0.05, ** *p <* 0.01, *** *p <* 0.001, or **** *p <* 0.0001.

## 3. Results

### 3.1. Verapamil Induces Proliferation of MIN6 Cells

First, we studied the effect of verapamil on MIN6 β-cell proliferation using an MTT assay, and the data show a significant, dose-dependent increase in cell proliferation in response to verapamil treatments (1, 5, 10, and 50 µM), as compared to the control (untreated cells) (Figure 1A). The growth curve of MIN6 cells treated with verapamil (50 µM) vs. the untreated control shows a significantly increased proliferation rate (Figure 1B). We also demonstrated that β-cell proliferation was increased by verapamil under serum-starved conditions. In this regard, Ki67 expression (cyan) was significantly enhanced following treatment with verapamil (50 µM), as compared to the control, further indicating an increase in β-cell proliferation (Figure 1C,D). In parallel, verapamil-treated cells also showed increased protein expression of phosphorylated histone H3 (PHH3), a specific mitosis and proliferation marker, compared to the untreated control (Figure 1E,F). 

We then asked if this effect of verapamil on β-cell proliferation was time-dependent. To this end, serum-starved MIN6 cells were treated with verapamil for 1, 2, 3, and 4 h, followed by cell cycle analysis. Verapamil treatment significantly increased the proportion of cells undergoing mitosis, as shown by the G2/M phase expansion. Of note, this effect was time-dependent, and the longer the cells were incubated with verapamil, the higher the number of cells detected in the G2/M phase (Figure 1G). Together, these data establish that verapamil increases MIN6 β-cell proliferation in a time-dependent manner. 

### 3.2. Verapamil Pretreatment Protects MIN6 β-Cells from Cytotoxic Insults Induced by STZ and T1D-/T2D-Cytomixes 

We next asked whether verapamil was also cytoprotective in addition to promoting the proliferation of MIN6 β-cells. To determine this, cells were either treated with verapamil or left untreated for 24 h, followed by treatment with STZ (3 mM) for another 24 h. As compared to cells treated with STZ alone (control), verapamil-treated cells showed significantly increased viability in a dose-dependent manner (Figure 2A). Next, MIN6 cells were cotreated (STZ plus verapamil) for 24 h, and as expected, the cells exposed to verapamil (except 1 μM concentration) showed significantly increased viability compared to cells treated with STZ alone (Figure 2B). To determine if pretreatment had a boosting effect on β-cell viability, cells pretreated with verapamil were exposed to a combined challenge with STZ and verapamil for 24 h. The cells pretreated with verapamil demonstrated a significantly higher viability compared to cells with no verapamil pretreatment (Figure 2C). Together, these data support that verapamil has a cytoprotective effect against STZ toxicity, and pretreatment with verapamil offers better protection.

Given that the increased expression of IL-1β, TNF-α, INF-γ, and their combined effect results in an enhanced vulnerability of pancreatic β-cells to autoimmune destruction [36], we asked whether verapamil exposure could protect the MIN6 β-cells from cytotoxic effects of these cytokines in our T1D-Cytomix model. To this end, MIN6 β-cells were pretreated with verapamil or left untreated (control) for 24 h, followed by a 24 h challenge with T1D-cytomix containing IL-1β (50 ng/mL), TNF-α (50 ng/mL), and INF-γ (100 ng/mL) to mimic the T1D pancreatic cytokine microenvironment in a clinical setting, and cell viability was determined using an MTT assay. We found that the cells pretreated with verapamil exhibited a significantly increased viability in a dose-dependent manner, as compared to the control (Figure 2D). Similarly, the cells cotreated with verapamil plus T1D-cytomix showed significantly higher viability, as compared to the control (Figure 2E). Next, cells were pretreated with verapamil for 24 h and then challenged by verapamil/T1D-cytomix cotreatment, and no significant differences in cell viability were observed between two differentially verapamil-treated groups; however, both verapamil-treated groups had significantly higher cell viability, as compared to the control (Figure 2F).

Low-grade chronic inflammation induced by obesity is a major risk factor for T2D [37]. We further asked whether verapamil also had β-cell cytoprotective effects against the stressors that mimicked the T2D-associated pancreatic microenvironment. To this effect, MIN6 β-cells were treated with verapamil or left untreated (control) for 24 h and then challenged by a T2D-cytomix containing IL-1β (50 ng/mL), TNF-α (50 ng/mL), and palmitic acid (500 µM) to mimic the T2D microenvironment. After 24 h, cell viability was assessed using an MTT assay. As expected, the cells pretreated with verapamil showed significantly increased viability, as compared to the control (Figure 2G). Likewise, cells cotreated with verapamil and T2D-cytomix also showed significantly increased viability, as compared to the control (Figure 2H). Moreover, no significant difference in cell viability was observed between verapamil pretreated plus cotreated and pretreated only groups, while both groups had significantly higher viability, as compared to the verapamil-untreated control (Figure 2I). 

### 3.3. Verapamil Enhances Pancreatic β-Cell Function and Glucose Sensing in MIN6 Cells

To determine whether verapamil affects insulin production and the function of MIN6 β-cells, total insulin content was compared in verapamil-treated (50 µM) and untreated (control) cells. To this end, no significant differences were found between the two conditions (Figure 3A). Next, MIN6 β-cells were stimulated with different glucose concentrations to determine the GSIS response to verapamil (50 µM) for 24 h, compared to the untreated control. The data show that the GSIS was significantly enhanced (*p* < 0.05) in verapamil-treated cells exposed to 5.6, 8.4, 11.2, and 16.8 mM glucose, as compared to the control (Figure 3B). Measuring insulin content in parallel, verapamil-untreated cells showed significantly higher (*p* < 0.05) insulin content after stimulation with 5.6 mM and 8.4 mM of glucose, as compared to verapamil-treated cells (Figure 3C). Based on the above findings, we further aimed to determine the glucose-sensing capability and function of MIN6 β-cells by calculating the percentage of secreted insulin over total insulin content. The results show that verapamil-treated MIN6 β-cells were relatively more sensitized to glucose stimulation at designated glucose concentrations, and the percentages of secreted insulin over total insulin content differed significantly between verapamil-treated and untreated β-cells under a high glucose challenge (16.8 mM; *p* < 0.01) (Figure 3D). These findings indicate that verapamil enhances β-cells glucose-sensing and insulin-secretion capabilities.

### 3.4. Verapamil Treatment Promotes Mitochondrial Respiration in MIN6 β-Cells 

Given the critical role of mitochondrial function in insulin secretion, we next proceeded to investigate mitochondrial respiration in MIN6 β-cells, following treatment with verapamil. To this end, MIN6 β-cells were cultured in a medium containing 5.6 mM glucose and were either treated with verapamil (50 µM) for 24 h or left untreated (control) and were later subjected to metabolic flux analysis. In metabolic flux analysis, β-cells treated with verapamil showed significantly increased oxygen consumption (Figure 4A), including basal (Figure 4B) and maximal respiration (Figure 4C) levels, as compared to the untreated control. To determine the effect of verapamil pretreatment on mitochondrial respiration in STZ-stressed MIN6 β-cells, the cells were cultured with verapamil (50 µM; 24 h) and subsequently treated with STZ for another 24 h, followed by metabolic flux analysis. We found that verapamil-pretreated cells had a significantly higher oxygen consumption than the verapamil-untreated control challenged with STZ alone (Figure 4D). Moreover, verapamil pretreatment significantly increased both basal respiration (Figure 4E) and maximal respiration (Figure 4F). Altogether, a higher OCR at both the basal and maximal levels in verapamil-pretreated cells indicates that the β-cells are metabolically active, viable, and potentially functional and that the verapamil exposure prior to the STZ challenge might additionally confer a protective effect on MIN6 β-cell functionality. 

### 3.5. Transcriptomic and Proteomic Profiling of Verapamil-Treated MIN6 β-Cells

To further identify the molecular mechanisms underlying the above-mentioned potential benefits of verapamil on MIN6 β-cells, the changes in gene and protein expression profiles after verapamil treatment were studied using RNA sequencing and proteomics, respectively. 

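RNA sequencing counted the transcripts of MIN6 cells, an insulin-secreting mouse insulinoma line, in 12 libraries from cells treated with verapamil (50 µM; 24 h) and in 12 libraries from untreated cells (control), all at 5.6 mM glucose. The paper describes 4 sets of independent experiments with 3 replicates from each set, whereas the description deposited with the data calls all of them independent experiments. The set of each library was read from the first digit of the description in its label, a reading that no source used here spells out. The names of 4 columns of the count table, C11, C12, V11 and V12, fit more than a single sample. These libraries were used as replicates of their group without a number, and by elimination they belong to experiment set 4. The paper gives 40 ng of RNA per library and a stranded mRNA kit, while the sample labels give 1.3 µg of total RNA and a different kit. The authors trimmed the reads with Trimmomatic 0.39, aligned them to GRCm38 with HISAT2 2.1.0 and counted the reads of each gene with HTSeq 0.9.1. The strand setting of that counting is not given in the sources used here, so genes that overlap on opposite strands can share reads. The deposited values are raw counts. They summed to between 12590476 and 32360171 per control library (median 26642648) and to between 21840159 and 44806556 per verapamil library (median 25584562).

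From these counts, 12306 of 12310 genes passed edgeR's filter (a minimum count of 10) and were compared by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment over the genes tested. Levels are given as TMM-normalized CPM, fold changes as verapamil over control, and standard errors as the size of the log2 fold change divided by the square root of the F statistic. The test takes the 12 libraries of a group as separate samples. The sources differ on whether the 3 replicates of a set were independent experiments, and the legend of the paper's heatmap calls each of its cells independent. None of them mentions separate cultures, so the p-values measure the spread between these libraries, which may be technical in part. For the leading genes the counts were therefore also summed per experiment set and compared as 4 sums against 4. Every pair of libraries of a group differed by more than the sampling noise (chi-square per degree of freedom of at least 5.73), so none was treated as a library deposited a second time. Libraries made from the same culture may exceed that noise too, so this leaves the origin of the 3 replicates of a set open.

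The verapamil libraries varied more among themselves than the control libraries, with a biological coefficient of variation of 0.264 against 0.0921 in edgeR. In each library, the deviations of the genes from the control mean were set against the GC content of their transcripts. Across genes, which are not independent replicates, Pearson's r lay between -0.18 and 0.16 in the control libraries and between 0.036 and 0.65 in the verapamil libraries, 9 of which lay above every control and 3 inside the control range. By experiment set, the mean r of the verapamil libraries was 0.193, 0.557, 0.570 and 0.165 in sets 1, 2, 3 and 4, while that of the controls was 0.032, 0.017, 0.0028 and -0.032. With transcript length, r lay between -0.13 and 0.13 in the controls and between -0.61 and -0.036 in the verapamil libraries, the lowest being the library in column V11, one of the unnumbered libraries of experiment set 4. The 3076 genes with the lowest GC content had a median log2 fold change of -0.46 and the 3076 with the highest 0.20, and the 3075 genes with the longest transcripts had -0.31 against 0.22 for the 3077 with the shortest. Genes of cytosolic ribosomal proteins, whose transcripts are short, had a median log2 difference from the control mean of 0.21 to 0.96 in the verapamil libraries and of -0.086 to 0.099 in the controls.

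**Figure D1:**
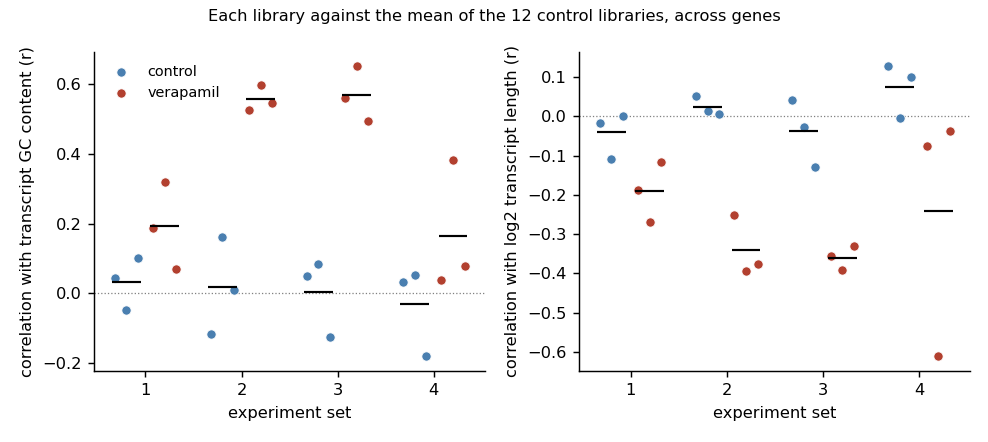
Correlation (Pearson's r across genes) of each library's log2 difference from the mean of the 12 control libraries with transcript GC content (left) and with log2 transcript length (right), by experiment set. Points are libraries and bars are the means of the 3 libraries of a set and group; the verapamil libraries of sets 2 and 3 have mean r of 0.557 and 0.570 with GC content.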

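Of 12306 genes tested in MIN6 cells, 3836 were higher and 3890 lower in the verapamil than in the control libraries at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Among the 12 largest increases were Kdr, the VEGF receptor of endothelial cells (log2 fold change 3.02, standard error 0.20, adjusted p = 6.0e-12), the imprinted gene Mest (2.50, 0.079, 3.3e-18) and Chac1, whose product degrades glutathione (2.34, 0.14, 1.4e-12). Tm7sf2, Msmo1 and Fdps, which encode enzymes of sterol synthesis, were also among them, with Tm7sf2 at 28.2 ± 2.45 CPM (SD, n = 12) in control and 134 ± 21.5 CPM (SD, n = 12) in verapamil-treated cells. Insig1, Rpgrip1 and the transporter genes Tmem163 and Slc6a9 were in the same group. The 12 largest decreases included the glutamate receptor gene Gria2 (-2.60, standard error 0.26, adjusted p = 1.3e-08), the CCK receptor gene Cckar, the prohormone convertase gene Pcsk1 (-2.26, 0.15, 9.6e-12; 266 ± 46.7 CPM in control and 55.5 ± 18 CPM in verapamil-treated cells, SD, n = 12), the glutamate decarboxylase gene Gad2 (-2.03) and the GABA receptor subunit genes Gabrq (-1.86) and Gabra4 (-1.85). Kif20b (-2.14), Cenpf (-1.99) and Smc4 (-1.84), which act in mitosis, belonged to these decreases, with Sema3d, Eml5 and Hmgn5. All 12 verapamil libraries lay below every control library for each of these 12 genes.

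The targets that the study lists for both transcript and protein comprised 20 genes that rose and 12 that fell at an adjusted p under 0.05 (20 and 12 when adjusted over the list alone). That list was chosen by the study on these samples and is not independent evidence. Besides Cck and Camk4, the largest increases among its members were in Fdps (log2 fold change 2.06, standard error 0.10, adjusted p = 1.9e-14), the cholesterol synthesis gene Hmgcs1 (1.57, 0.125, 2.4e-10) and the acetyl-CoA synthetase gene Acss2 (1.46, 0.049, 9.8e-18). The largest decreases were in Ppfia2 (-1.46, standard error 0.23), the mitotic kinesin gene Kif23 (-1.29, 0.17), the adhesion gene Cadm1 (-1.12, 0.14) and Ins2, an insulin gene of the mouse (-1.05, 0.083, adjusted p = 2.0e-10), whose level was 1318 ± 160 CPM (SD, n = 12) in control and 635 ± 116 CPM (SD, n = 12) in verapamil-treated cells. Idi1 rose from 0.969 ± 0.291 to 2.01 ± 1.27 CPM (SD, n = 12 each), with 7 verapamil libraries above and 2 below every control library. The call of Idi1 was lost in 6 of 27 alternatives, but its log2 fold change was 1.46 after the GC and length correction and 2.01 with the trend as covariates, with the call. Among the 6 were the counts summed per experiment set (adjusted p = 0.073) and the comparison without the verapamil libraries of set 1 (log2 fold change 0.65, adjusted p = 0.067).

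With counts summed per experiment set, 3005 genes rose and 2124 fell. Within experiment sets 1, 2, 3 and 4, each with 3 libraries per group, 1680, 3232, 2445 and 39 genes rose and 1721, 3802, 2878 and 11 fell in the same edgeR test. Corrected for the GC and length trend of each library, 4037 genes rose and 2962 fell, and 410 of the 7726 calls had the opposite direction there. With that trend as covariates, 1420 rose and 1076 fell, and 117 calls were opposite (both settings were chosen after the data were seen). Treatment and trend overlap in these libraries (variance inflation 2.62). A call lost or reversed with the covariates, here and below, therefore does not tell a bias from an effect of verapamil. Among the listed targets, Atad1, Atl3, Gdap1 and Prlr, lower in the comparison without covariates, had log2 fold changes of 0.12, 0.13, 0.28 and 0.29. Cenpf (-0.62, adjusted p = 0.054) and Ppfia2 (-0.45, 0.14) lost their call with the covariates, while Gria2 (-1.42), Gad2 (-1.25), Gabra4 (-1.08), Gabrq (-1.05), Kif20b (-0.88), Sema3d (-0.81), Kif23 (-0.62), Smc4 (-0.55), Cadm1 (-0.48) and Eml5 (-0.44) kept theirs. Of the 32 listed targets, 27 kept their direction and passed over summed counts, 28 after the correction and 23 with the covariates; Atad1, Gdap1 and Prlr were among those that did not pass over summed counts (adjusted p = 0.055, 0.074 and 0.091).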

Comparing verapamil-treated and untreated cells cultured in 5.6 mM glucose milieu, 2131 genes and 114 protein targets were identified, of which 32 targets were differentially expressed at both the gene and protein levels (Figure 5A,B, Table 1). The datasets generated from the current study are available in the GEO repository (GEO accession No. GSE230803). 

We used the impact analysis method [38,39,40] to identify the overrepresented differentially expressed proteins in each pathway and the perturbation in that pathway, as computed by the measured expression across the pathway topology. After FDR and Bonferroni corrections, cardinal signaling pathways were represented in proteomic signatures from our samples, including those associated with pancreatic secretion, cGMP-PKG signaling, cAMP signaling, diabetic cardiomyopathy, and calcium signaling (Figure 5C,D). The most significantly represented pathway, i.e., pancreatic secretion, was further interrogated, and overall pathway perturbation was represented using KEGG resource diagrams (Figure S1A–C). 

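Transcripts of the pancreatic secretion pathway changed in both directions with verapamil. Of 48 measured genes of the pathway, listed from general knowledge of it, 12 rose, 21 fell and 15 did not pass edgeR's test (12 and 21 when adjusted over the list alone). Its median log2 fold change was -0.09, and as a set it did not move apart from other genes (camera, adjusted p = 0.43); the median was 0.04 after the GC and length correction (0.93) and 0.09 with the trend as covariates (0.46). Cck and the phospholipase gene Pla2g12a (log2 fold change 0.78, standard error 0.070, adjusted p = 2.0e-09) were among the members that rose.

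On the side of calcium release, transcripts of the ryanodine receptor Ryr2 fell from 59.8 ± 6.68 to 18.9 ± 9.79 CPM (SD, n = 12 each; log2 fold change -1.66, standard error 0.22, adjusted p = 1.0e-06) and those of the IP3 receptor Itpr2 from 4.58 ± 0.364 to 2.20 ± 0.806 CPM (-1.04, 0.16, 6.9e-06). The phospholipase C genes Plcb4 (-1.10), Plcb1 (-0.96) and Plcb3 (-0.46) and the G protein gene Gnaq (-0.56) fell as well, whereas the IP3 receptor gene Itpr3 rose (0.40, 0.079, 0.00015). The members Chrm3 (-0.25, adjusted p = 0.11), Rac1 (0.11, 0.15) and Sct (0.19, 0.54) did not pass the test. Ryr2 has long transcripts, and its log2 fold change was -0.55 (adjusted p = 0.0064) with the GC and length trend of the libraries as covariates, where Itpr2 had -0.35 (0.17).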

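Transcripts of Vdac1 and Vdac2, which encode voltage-dependent anion channels of the outer mitochondrial membrane, rose with verapamil. Vdac1 (chromosome 11 of GRCm38, 52360860 to 52389397) rose from 549 ± 20.3 to 670 ± 66.1 CPM (SD, n = 12 each), a log2 fold change of 0.29 (standard error 0.046, adjusted p = 1.5e-05), with 11 of 12 verapamil libraries above every control library. Vdac2 (chromosome 14, 21825238 to 21845879) rose from 577 ± 33 to 773 ± 80.3 CPM (SD, n = 12 each), a log2 fold change of 0.42 (0.050, 2.4e-07), in 12 of 12 libraries. The β-cell transcription factor gene Mafa (chromosome 15, 75745490 to 75748228) rose from 697 ± 42.5 to 1260 ± 119 CPM (SD, n = 12 each; log2 fold change 0.85, standard error 0.049, adjusted p = 3.4e-13), and the sulfiredoxin gene Srxn1, which acts in antioxidant defence, from 2.50 ± 0.468 to 4.13 ± 1.15 CPM (SD, n = 12 each; 0.72, 0.14, 9.8e-05). The plasma membrane calcium pump genes Atp2b1 and Atp2b4 fell, from 220 ± 16.4 to 117 ± 48.7 CPM and from 15.6 ± 1.18 to 10.4 ± 2.87 CPM (SD, n = 12 each; log2 fold changes -0.91 and -0.58, adjusted p = 7.9e-05 and 0.00090). Atp2a3, a calcium pump of the endoplasmic reticulum, was at 1152 ± 33.6 CPM in control and 1134 ± 145 CPM in verapamil-treated cells (SD, n = 12 each; log2 fold change -0.02, standard error 0.056, adjusted p = 0.73).

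Of the 13 genes that the study names in the panels on its transcripts, 9 rose, 3 fell and 1 did not pass the test (9 and 3 when adjusted over the list alone), a list chosen on these samples and so not independent evidence. Over counts summed per experiment set, 4 sums against 4, Vdac1 and Vdac2 had adjusted p of 0.012 and 0.0021, and their sums did not overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). The within-set log2 differences were 0.13, 0.42, 0.33 and 0.25 for Vdac1 and 0.35, 0.56, 0.35 and 0.41 for Vdac2 in sets 1, 2, 3 and 4. Several of these calls moved with the GC and length trend of the libraries. With that trend as covariates, Vdac1 was at 0.06 (adjusted p = 0.38), Srxn1 at 0.38 (0.14), Atp2b1 at -0.02 (0.89) and Atp2b4 at -0.04 (0.90), and Vdac2 at 0.20 (0.011). Treatment and trend overlap in these libraries (variance inflation 2.62), so a lost call does not tell a bias from an effect of verapamil. Vdac2 overlaps Comtd1 on the opposite strand.

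**Figure D2:**
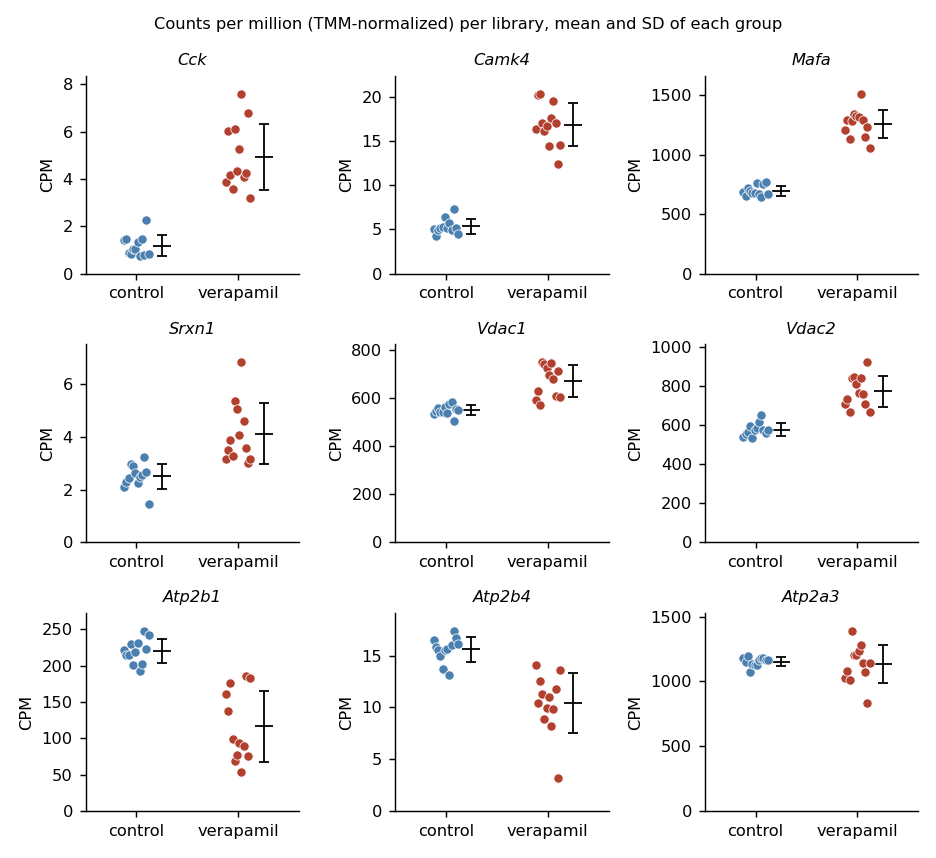
TMM-normalized CPM of 9 genes in each of the 12 control (blue) and 12 verapamil (red) libraries; bars give the mean and SD of a group. Cck, Camk4, Mafa and Vdac2 lie above every control library in 12 of 12 verapamil libraries, and Atp2a3 overlaps between the groups.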

An expression heatmap revealed similar patterns in up- or down-regulation between the gene and protein expression for each target, except for VDAC1 and VDAC2, indicating possible post-transcriptional regulation (Figure 5E). The most upregulated target at both the mRNA and protein levels in response to verapamil treatment was cholecystokinin (CCK), which we further confirmed using Western blot analysis (Figure 5F).

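Cck transcripts rose 4.23-fold with verapamil. The gene, which encodes the peptide hormone cholecystokinin, lies on chromosome 9 of GRCm38 from 121489824 to 121495694 with 4 exons. Its level was 1.18 ± 0.437 CPM (SD, n = 12) in control and 4.94 ± 1.39 CPM (SD, n = 12) in verapamil-treated cells, a log2 fold change of 2.08 (standard error 0.18, adjusted p = 9.5e-10 from edgeR's quasi-likelihood test). All 12 verapamil libraries lay above every control library, with 74 to 189 counts against 18 to 50. The log2 differences were 1.85, 2.15, 2.19 and 1.90 in experiment sets 1, 2, 3 and 4, and the test found no difference of the effect between sets (adjusted p = 0.87 for the interaction). Over the summed counts, the log2 fold change was also 2.08 (adjusted p = 2.4e-05). Among the 32 genes listed for both transcript and protein, Cck had the highest log2 fold change, followed within its standard error by Fdps (2.06). Fdps ranked above Cck without experiment set 1 in both groups or in the verapamil group and without the control libraries of set 2. After the GC and length correction and with the trend as covariates, Cck was at 1.69 and 1.50. Targets above it in both settings included Hmgcs1 (2.02 and 2.10), Fdps (1.78 and 1.65) and Camk4 (1.73 and 1.80). With the covariates Idi1 (2.01) ranked above Cck too. Without correction or covariates, 18 of all genes tested had a larger log2 fold change than Cck. Of these, 8 were protein-coding genes with a mean of at least 5 CPM.

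Transcripts of the CCK receptor gene Cckar fell from 46.8 ± 6.62 to 8.56 ± 1.47 CPM (SD, n = 12 each; log2 fold change -2.45, standard error 0.090, adjusted p = 3.0e-17), below every control library in 12 of 12 verapamil libraries. Those of the GLP-1 receptor gene Glp1r rose from 70.8 ± 4.04 to 98.6 ± 9.17 CPM (SD, n = 12 each; 0.48, 0.051, 4.5e-08). The paper set the transcripts beside the proteins and lists the targets that differed at both levels (Table 1). It states that CCK was the most upregulated target in transcript and in protein, without naming the basis of that ranking.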

### 3.6. Verapamil Confers Protection from MTZ-Mediated Pancreatic β-Cell Damage in Transgenic Zebrafish Model

Next, we used a transgenic Ins:NfsB-mCherry zebrafish embryo model to study whether verapamil could protect pancreatic β-cells from MTZ-mediated cytotoxic damage. The embryos were divided into the following four groups: Group 1, untreated; Group 2, treated at 3 days post-fertilization (dpf) with verapamil (10 µM) for 72 h; Group 3, treated at 3 dpf with verapamil (10 µM) for 24 h, followed by drug removal and MTZ (10 mM) treatment for 48 h; and Group 4, treated at 4 dpf with MTZ (10 mM) for 48 h. mCherry fluorescence protein (ChFP) fluorescence intensity was detected at 4 dpf (T0) and 6 dpf (T1). We found that verapamil-pretreated embryos (Group 3) showed a significantly higher (*p* = 0.015) fluorescence intensity, as compared to verapamil-untreated embryos (Group 4; Figure 6B,C). This indicates that verapamil induces a protective effect against MTZ cytotoxicity in pancreatic β-cells in the zebrafish model.

## 4. Discussion

Insulin-producing pancreatic β-cells are the key players in glucose homeostasis, and their loss is associated with the development of T1D and the progression of T2D [4,5]. Unsurprisingly, residual β-cell function has been associated with reduced incidence of microvascular complications in both T1D and T2D [41,42]. Currently, promising antidiabetic therapeutic strategies aim at rescuing or preserving the β-cell function and insulin secretory capacity. Herein, we investigated the β-cell cytoprotective and insulinotropic effects of verapamil using T1D- and/or T2D-mimicking stressor challenges in MIN6 β-cells and transgenic zebrafish models. In our MIN6 T1D/T2D stressor models, verapamil treatment improved β-cell viability/proliferation in a dose- and time-dependent manner, as supported by increased expression of Ki67/H3 proliferation markers and evidence of actively replicating β-cells in the G2/M phase. Moreover, in verapamil-treated β-cells, an increase in insulin secretion was observed under high glucose culture conditions. Indeed, this normalized secretion of insulin in verapamil-treated cells was significantly promoted only under high glucose conditions (16.8 mM), compared to lower glucose concentrations tested in our model. It implies that β-cells get hypersensitized by abnormally high glucose levels, a notion which has previously been associated with enhanced blood glucose control and reduction in exogenous insulin requirements [11,13]. Together, these observations lead to the conjecture that verapamil may have a more promising insulinotropic benefit under advanced hyperglycemic conditions.

Notably, while most other studies evaluated verapamil use in diabetic cohorts, we assessed its direct β-cell protective and insulinotropic effects using modified, more clinically relevant models in the setting of verapamil pretreatments or cotreatments, followed by diverse cytotoxic challenges such as T1D-/T2D-cytomixes. The β-cell protective effect was further confirmed at the organismal level using MTZ-mediated β-toxicity in mCherry-reporter zebrafish embryos. We found significantly enhanced β-cell viability in the presence of verapamil in both in vitro and in vivo models, establishing its preventative and β-protective benefits, in line with previous evidence that verapamil lowers the risk of new-onset T2D [3,7,8,11,13,14].

Our analyses of changes in the proteomic and transcriptomic landscapes in verapamil-treated MIN6 β-cells are of particular interest. It is noteworthy that verapamil treatment brought to light a wide array of proteins and genes that were differentially expressed in MIN6 β-cells. Of those, some are remarkable, owing to their involvement in fundamental pathways, ultimately contributing toward maintaining glucose homeostasis and/or preserving pancreatic β-cells. 

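Most measured genes of cholesterol and fatty acid synthesis, of the ATF4 and amino acid response and of the unfolded protein response of the endoplasmic reticulum rose in verapamil-treated cells. All 21 measured genes of cholesterol synthesis and uptake rose (21 when adjusted over the list alone), with a median log2 fold change of 1.29 and a median of 1.01 to 1.42 in each of the 12 verapamil libraries (camera, adjusted p = 1.4e-18). Msmo1 rose from 21.8 ± 1.57 to 81.6 ± 5.92 CPM (SD, n = 12 each) and Hmgcs1 from 30.5 ± 2.64 to 90.4 ± 25.2 CPM. Of 18 measured genes of fatty acid synthesis, 14 rose, none fell and 4 did not pass the test (14 when adjusted over the list alone, median 0.64, camera adjusted p = 5.6e-06), among them Acss2, the fatty acid synthase gene Fasn (log2 fold change 0.95, standard error 0.089) and the desaturase gene Fads1 (0.94, 0.054). Of 18 measured genes of the ATF4 and amino acid response, 16 rose, 1 fell and 1 did not pass (16 and 1 when adjusted over the list alone, median 0.76, camera adjusted p = 3.4e-08). The transcription factor gene Atf4 itself rose from 269 ± 11.4 to 653 ± 121 CPM (SD, n = 12 each), and the secreted stress factor gene Gdf15 from 0.826 ± 0.213 to 3.55 ± 0.922 CPM. Of 23 measured genes of the unfolded protein response, 15 rose, 1 fell and 7 did not pass (15 and 1 when adjusted over the list alone, median 0.35, camera adjusted p = 2.1e-05), including Sdf2l1 (1.33, standard error 0.11), Ddit3 (0.99, 0.084) and Herpud1 (0.93, 0.071); the adjusted p = 0.064 with an estimated correlation, and 0.021 with an estimated correlation and the GC and length covariates. For cholesterol synthesis, fatty acid synthesis and the ATF4 response it was 6.8e-07, 0.042 and 0.042 with an estimated correlation.

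Of 61 measured genes of the respiratory chain encoded in the nucleus, 42 rose, 4 fell and 15 did not pass (43 and 4 when adjusted over the list alone, median 0.32, camera adjusted p = 5.0e-05). The adjusted p = 0.56 with an estimated correlation. Its transcripts are short, with a median of 983 nt, and its median lay between -0.01 and 0.67 in the verapamil libraries; corrected for the GC and length trend of each library it was 0.06 (camera adjusted p = 0.49), and with that trend as covariates it was -0.10 (camera adjusted p = 0.0021; adjusted p = 0.39 with an estimated correlation). Atp5g1, a subunit of ATP synthase, rose (0.91, standard error 0.092) and Ndufs1, of complex I, fell (-0.62, 0.099). Of 30 measured genes of lysosome and autophagy, 21 rose, 1 fell and 8 did not pass (21 and 1 when adjusted over the list alone, median 0.26, camera adjusted p = 8.6e-05), with Neu1 (0.67, 0.056), Gabarap (0.60, 0.083) and Sqstm1 (0.60, 0.075) as examples; the adjusted p = 0.064 with an estimated correlation. With the covariates the median of the lysosome and autophagy list was 0.14 (camera adjusted p = 0.012, and 0.13 with an estimated correlation). There Gabarap was at 0.11 (adjusted p = 0.22), and Neu1 (0.43), Sqstm1 (0.25), Atp5g1 (0.35), Ndufs1 (-0.31), Sdf2l1 (0.76) and Herpud1 (0.60) kept their call, as Ddit3 did at 0.63 after the correction.

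Among the 22 measured genes of β-cell identity, 4 rose, 11 fell and 7 did not pass (4 and 11 when adjusted over the list alone, median -0.25, camera adjusted p = 0.16). The list passed camera toward lower levels after the GC and length correction (median -0.15, adjusted p = 0.038; adjusted p = 0.24 with an estimated correlation), but not with the trend as covariates (-0.12, 0.11). The glucose transporter gene Slc2a2 fell from 171 ± 24.4 to 95.9 ± 14.6 CPM (SD, n = 12 each; log2 fold change -0.84, -0.03 with adjusted p = 0.82 after the GC and length correction), and the transcription factor gene Rfx6 from 45.4 ± 4.49 to 20.9 ± 7.39 CPM (-1.11). Ins1 was at 485 ± 103 CPM in control and 434 ± 126 CPM in verapamil-treated cells (SD, n = 12 each; -0.16, standard error 0.14, adjusted p = 0.31), but with the trend as covariates it was lower (-0.70, adjusted p = 0.0025). Of 24 genes of secretory granules and exocytosis, 11 rose, 9 fell and 4 did not pass (11 and 9 when adjusted over the list alone, camera adjusted p = 0.95); its median of -0.08 and the direction of camera's statistic, up, differ in sign. Vgf (0.76, 0.086) and Pam (0.76, 0.057) rose, and Scg2 (-0.79, 0.070) and Chga (-0.38, 0.062) fell. With the covariates Vgf was at 0.30, Scg2 at -0.46, Chga at -0.62, Rfx6 at -0.39 and Slc2a2 at -0.55, all with an adjusted p under 0.05.

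**Figure D3:**
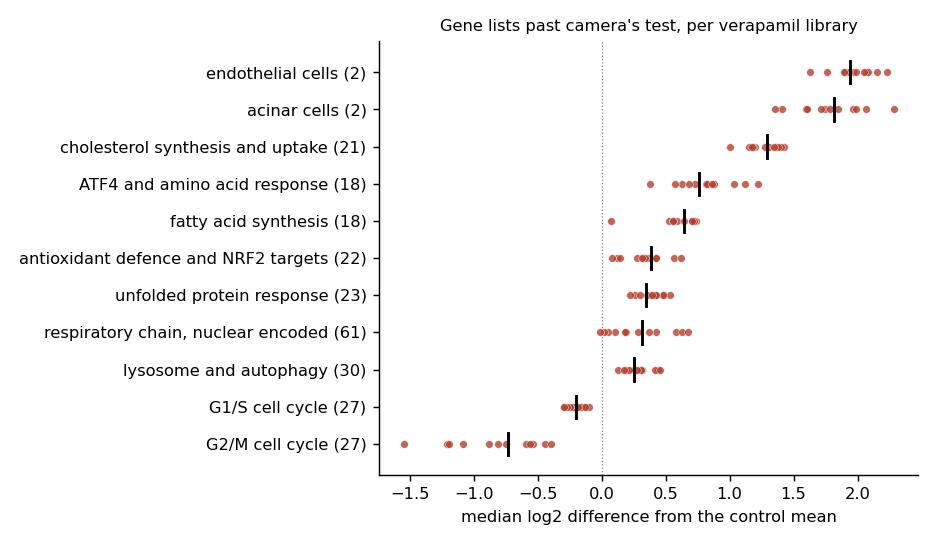
Median log2 difference from the control mean over the measured genes of each list that passed camera's test (number of genes in parentheses), in each of the 12 verapamil libraries (points), with the median log2 fold change of the list (bar). Cholesterol synthesis and uptake lies between 1.01 and 1.42 in every library, and the G2/M list between -1.55 and -0.40.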

In our transcriptomic analysis, we found *Ccnd1* upregulated at the mRNA level, and the role of this gene in inducing β-cell proliferation is well established [43,44]. In addition, through transcriptome analysis, we also detected the lower expression of the *Txnip* gene in verapamil-treated cells, as compared to untreated cells. 

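Ccnd1 transcripts, which encode cyclin D1, a driver of entry into S phase, rose 3.01-fold with verapamil, while most transcripts of the mitotic machinery fell. Ccnd1 lies on chromosome 7 of GRCm38 from 144929931 to 144939925 with 5 exons. Its level was low, 0.763 ± 0.316 CPM (SD, n = 12; 6 to 43 counts) in control and 2.34 ± 0.783 CPM (SD, n = 12; 25 to 98 counts) in verapamil-treated cells, a log2 fold change of 1.59 (standard error 0.22, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test), and 10 of 12 verapamil libraries lay above every control. By experiment set the log2 difference was 1.71, 1.24, 1.98 and 1.21 in sets 1, 2, 3 and 4. Over summed counts the adjusted p was 0.00049, and the 4 sums did not overlap (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). The gene overlaps LTO1 on the opposite strand.

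Of 27 measured genes of the G1/S list, which includes Ccnd1, 4 rose, 17 fell and 6 did not pass the test (4 and 17 when adjusted over the list alone, median log2 fold change -0.20, camera adjusted p = 0.015). The adjusted p = 0.14 with an estimated correlation. With the GC and length trend of the libraries as covariates the median was -0.28 (camera adjusted p = 1.0e-06; adjusted p = 0.0056 with an estimated correlation). The cyclin E2 gene Ccne2 fell (-1.28, standard error 0.24), as did Uhrf1 (-0.72, 0.11). Of 27 measured G2/M genes, none rose, 22 fell and 5 did not pass (22 lower when adjusted over the list alone, median -0.73, camera adjusted p = 3.4e-07). The adjusted p = 0.054 with an estimated correlation. Examples are the centromere protein genes Cenpe (-2.07, standard error 0.34) and Cenpf and the mitotic kinase gene Ttk (-1.67, 0.24). Mki67, which encodes Ki67, fell from 17.5 ± 2.53 to 5.49 ± 3.98 CPM (SD, n = 12 each; -1.66, 0.34, adjusted p = 0.00022), with 12 of 12 verapamil libraries below every control. The G2/M transcripts have a median GC content of 46.3%, and with those covariates the list passed camera (median -0.36, adjusted p = 1.2e-09; adjusted p = 0.015 with an estimated correlation), while Mki67 (-0.28, adjusted p = 0.55), Cenpf (-0.62, 0.054), Cenpe (-1.03, 0.058) and Ccne2 (-0.39, 0.20) lost their call. Of 10 measured cell cycle inhibitor genes, 1 rose, 4 fell and 5 did not pass (1 and 4 when adjusted over the list alone, camera adjusted p = 0.48); Btg1 rose from 298 ± 8.16 to 545 ± 26.7 CPM (SD, n = 12 each; log2 fold change 0.87, and 1.58 after the GC and length correction).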

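Txnip transcripts fell with verapamil below the level of every control library. The gene, which encodes an inhibitor of thioredoxin, lies on chromosome 3 of GRCm38 from 96557957 to 96561883 with 8 exons. Its level was 3.67 ± 0.698 CPM (SD, n = 12; 28 to 125 counts) in control and 1.03 ± 0.386 CPM (SD, n = 12; 6 to 41 counts) in verapamil-treated cells, a log2 fold change of -1.83 (standard error 0.19, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test). By experiment set the log2 difference was -1.77, -1.41, -2.55 and -1.68 in sets 1, 2, 3 and 4. Over summed counts the log2 fold change was -1.85 (adjusted p = 0.00097), with no overlap between the 4 sums of each group (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). The gene overlaps Gm15441 on the opposite strand.

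Of 9 measured genes of the list of TXNIP and ChREBP targets, 2 rose, 6 fell and 1 did not pass the test (2 and 6 when adjusted over the list alone, median log2 fold change -0.22, camera adjusted p = 0.38). Besides Txnip, the related arrestin gene Arrdc3 fell from 20.8 ± 2.62 to 7.09 ± 3.13 CPM (SD, n = 12 each; -1.55, standard error 0.19, adjusted p = 3.2e-07), while Mlx, which encodes the partner of ChREBP, rose (0.42, 0.058, 1.5e-06). Of 22 measured genes of antioxidant defence and NRF2 targets, 14 rose, 2 fell and 6 did not pass (14 and 2 when adjusted over the list alone, median 0.39, camera adjusted p = 0.0037). The adjusted p = 0.29 with an estimated correlation, and the median was 0.08 (camera adjusted p = 0.49) with the GC and length trend of the libraries as covariates. The glutathione peroxidase gene Gpx4 rose from 122 ± 11 to 237 ± 60.8 CPM and the ferritin gene Fth1 from 1619 ± 91.7 to 2519.8 ± 541 CPM (SD, n = 12 each; log2 fold changes 0.96 and 0.64, the second 0.09 with adjusted p = 0.30 with those covariates). There Gpx4 was at 0.34, Arrdc3 at -0.85 and Mlx at 0.18, each with an adjusted p under 0.05.

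**Figure D4:**
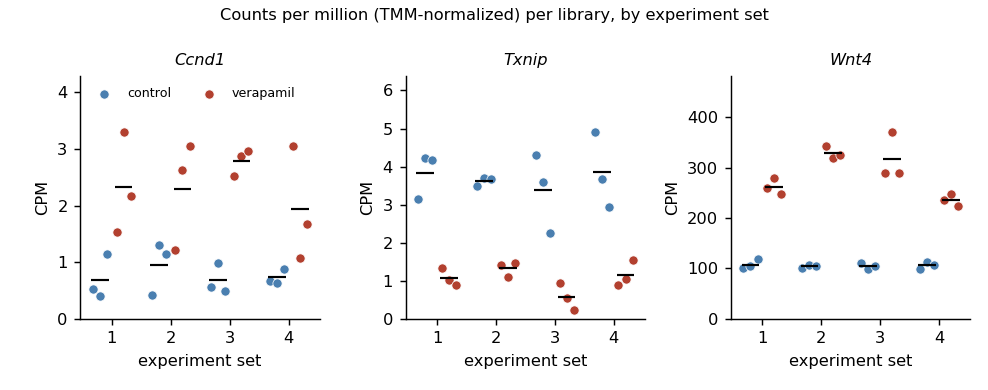
TMM-normalized CPM of Ccnd1, Txnip and Wnt4 in each control (blue) and verapamil (red) library, by experiment set; bars are the means of the 3 libraries of a set and group. All verapamil libraries lie below every control library for Txnip, and above for Wnt4; for Ccnd1, 10 of 12 lie above.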

TXNIP is a redox regulator protein that was identified as an attractive therapeutic target for restoring β-cell dysfunction, owing to its increased expression in the β-cells of diabetic patients [17,20]. TXNIP overexpression is known to play a key role in β-cell apoptosis, whereas its deficiency promotes endogenous β-cell survival [17,20,45]. Thioredoxin, a protein involved in the antioxidant defense system of β-cells, is inhibited by TXNIP, thereby promoting oxidative stress. Moreover, TXNIP is also associated with inflammasome activity, and its downregulation may have anti-inflammatory effects [46].

In response to verapamil, the most dominantly upregulated factor, at both the mRNA and protein levels, was the glucose-like peptide-1 (GLP-1)-induced incretin—called cholecystokinin (CCK). To the best of our knowledge, we are the first to show that verapamil induces the expression of CCK transcripts and proteins in MIN6 β-cells. CCK plays a role in preserving β-cell mass with increasing age and protecting them against apoptosis induced by STZ and β-toxic proinflammatory cytokines [47]. In our in vitro studies, verapamil induced β-cell protection against insults, including STZ and T1D-/T2D-cytomixes, which could be due, in part, to upregulated CCK expression.

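Transcripts of the WNT ligand gene Wnt4 rose 2.70-fold with verapamil. The gene lies on chromosome 4 of GRCm38 from 137277489 to 137299726 with 5 exons. Its level was 106 ± 6.00 CPM (SD, n = 12; 1304 to 3543 counts) in control and 286 ± 45.7 CPM (SD, n = 12; 5103 to 11227 counts) in verapamil-treated cells, a log2 fold change of 1.44 (standard error 0.070, adjusted p = 1.7e-14 from edgeR's quasi-likelihood test), with all 12 verapamil libraries above every control. Over the counts summed per experiment set the log2 fold change was 1.43 (adjusted p = 6.0e-05; exact permutation test of the 4 sums against 4, two-sided p = 0.0286, the smallest they allow). The size of the increase differed between experiment sets (adjusted p = 0.029 for the interaction), with log2 differences of 1.29, 1.65, 1.59 and 1.15 in sets 1, 2, 3 and 4.

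As a group, the WNT genes did not move one way. Of 15 measured WNT ligands and targets, 5 rose, 3 fell and 7 did not pass the test (4 and 3 when adjusted over the list alone, median log2 fold change 0.05, camera adjusted p = 0.50). Another ligand gene, Wnt5a, fell from 1.82 ± 0.403 to 0.995 ± 0.304 CPM (SD, n = 12 each; -0.85, standard error 0.16, adjusted p = 7.1e-05), and Myc, a target of WNT signalling, rose from 37.5 ± 2.69 to 55.9 ± 5.28 CPM (SD, n = 12 each; 0.57, 0.053, 3.2e-09). The receptor gene Fzd3 fell (-0.79, 0.19, 0.00092), but after the correction for the GC and length trend of each library its log2 fold change was 0.14, and with the trend as covariates Wnt5a was at -0.44 (adjusted p = 0.18).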

We also found upregulated levels of *Wnt4*, which is a ligand heterogeneously expressed in β-cells, and it plays a central role in activating calcium signaling and lowering blood glucose levels, along with regulating cellular redox homeostasis [48]. Wnt4 is the most abundantly expressed protein in β-cells in high fat, high glucose, or insulin-resistant conditions; it is suggested to play a pivotal role in β-cell proliferation or regulating and enhancing the insulin secretory response induced by the above-mentioned conditions [49]. Kurita et al. suggested that *Wnt4* might possibly be involved in the glucose-induced vesicle transport of insulin in MIN6 β-cells [49]. Moreover, *Wnt4* overexpression was shown to upregulate genes controlling β-cell maturation and function and related to higher mitochondrial abundance [48]. 

An increase in both the mRNA and protein levels of CaMK4 upon verapamil treatment in our study is suggestive of its impact on MIN6 β-cell survival and proliferation. 

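Transcripts of the calcium/calmodulin-dependent kinase gene Camk4 rose 3.16-fold with verapamil, and those of the insulin receptor substrate gene Irs2 1.73-fold. Camk4 (chromosome 18 of GRCm38, 32934931 to 33191228, 11 exons) was at 5.32 ± 0.836 CPM (SD, n = 12) in control and 16.8 ± 2.41 CPM (SD, n = 12) in verapamil-treated cells, a log2 fold change of 1.66 (standard error 0.089, adjusted p = 1.0e-13 from edgeR's quasi-likelihood test), with 61 to 206 counts against 310 to 919. Its log2 differences were 1.97, 1.56, 1.68 and 1.38 in experiment sets 1, 2, 3 and 4, and over summed counts the adjusted p was 3.8e-05. Camk4 overlaps 2310026I22Rik and Gm22814 on the opposite strand. Irs2 (chromosome 8, 10984681 to 11008458) rose from 203 ± 14.9 to 351 ± 53.6 CPM (SD, n = 12 each; log2 fold change 0.79, standard error 0.077, adjusted p = 8.7e-09), with 11 of 12 verapamil libraries above every control.

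Creb1, which encodes the transcription factor CREB, fell from 57.9 ± 2.73 to 30.7 ± 16.2 CPM (SD, n = 12 each; -0.91, standard error 0.22, adjusted p = 0.0010), while its relative Crem rose from 25.3 ± 2.49 to 68.9 ± 6.86 CPM (1.44, 0.061, 6.8e-16). The within-set log2 differences of Creb1 were -0.34, -1.71, -1.86 and -0.55, and corrected for the GC and length trend of each library it was at -0.08 (adjusted p = 0.20); over summed counts its adjusted p was 0.052. Of 22 measured activity-induced genes and CREB targets, 9 rose, 6 fell and 7 did not pass (10 and 6 when adjusted over the list alone, median 0.17, camera adjusted p = 0.38). Sik1 (1.62, standard error 0.17) and Fosl2 (1.47, 0.12) rose and Jun (-0.95, 0.082) fell. Of 30 measured genes of calcium pumps, release channels and calmodulin kinases, 9 rose, 14 fell and 7 did not pass (9 and 14 when adjusted over the list alone, median -0.10, camera adjusted p = 0.43). Among those that fell was the ryanodine receptor gene Ryr3 (-2.04, 0.25, adjusted p = 4.0e-07). Of 13 measured subunits of voltage-gated calcium channels, 2 rose, 6 fell and 5 did not pass (2 and 6 when adjusted over the list alone, median -0.16, camera adjusted p = 0.14). The paper states that verapamil inhibits the L-type channels. The L-type pore genes Cacna1c (log2 fold change -0.16, adjusted p = 0.23) and Cacna1d (-0.11, 0.41) were among those that did not pass. Cacna1a fell from 749 ± 40.5 to 557 ± 75.9 CPM (SD, n = 12 each; -0.43, 0.064, 5.4e-06). With the GC and length trend as covariates Cacna1a was at -0.19 (adjusted p = 0.028) and Ryr3 at -0.95 (0.014).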

CaMK4, a serine/threonine kinase, has been previously shown to mediate *Irs2* expression in MIN6 cells and mouse islets stimulated by glucose via the activation of the cAMP response element binding protein (CREB) [50]. The present study, based on the previous knowledge that *Irs2* knockout reduces β-cell mass and increases β-cell apoptosis, suggests that CaMK4 may regulate β-cell survival and proliferation, possibly via the IRS2-dependent stimulation of cell proliferation and apoptosis inhibition.

In this study, we found higher levels of basal and maximal mitochondrial respiration in verapamil-treated MIN6 β-cells, which could be attributed to higher *Wnt4* expression, and that, along with reduced TXNIP gene expression, could possibly explain the ability of verapamil to render protection against stressors [15]. Indeed, several studies showed that verapamil treatment reduced the pro-apoptotic TXNIP expression, thereby promoting the survival of β-cells and preventing diabetes [15,20]. Altogether, Wnt4 upregulation by verapamil treatment may have potential as a therapeutic target regarding T2D and, therefore, requires further in-depth studies. 

Mitochondrial dysfunction is related to the pathophysiology of diabetes, resulting in impaired ATP production and defective insulin secretion. VDAC, a key protein found in the outer mitochondrial membrane, regulates the movement of metabolites across the membrane [51] and is a key element in apoptotic signaling [52]. VDAC1 overexpression in various cells has been shown to induce apoptotic cell death [52], and it increased the susceptibility to apoptosis in response to high glucose conditions [53], suggesting its regulatory role as a gatekeeper in mitochondria-mediated apoptosis. *VDAC1* overexpression was found to be driven by impaired glycemic levels, and its inhibition restored GSIS and prevented hyperglycemia in *db/db* mice [54]. Of note, we found that verapamil treatment downregulated protein expression of both VDAC isoforms (VDAC1/2); considering that VDAC1 was upregulated by a state of glucotoxicity over a prolonged period in pre-diabetic patients [53,54,55], verapamil could be an ideal therapy to prevent both the development and progression of diabetes. Taken together, based on growing numbers of studies, we suggest that the anti-diabetic benefit of verapamil could be attributed to: (i) decreased TXNIP mRNA expression [15], (ii) CCK upregulation [47], (iii) Wnt4 upregulation [49], (iv) increased mRNA and protein levels of CaMK4 [56], and/or (v) downregulation of VDAC 1/2 [52]. 

Although our study provides valuable insights into the molecular and cellular mechanisms that are altered by verapamil, it involves certain limitations. Firstly, we have used a single cell line (MIN6 cells), and it would be interesting to also study the effects of verapamil pretreatment on other β-cell models, including the human EndoC-BH1 β-cell-line and primary isolated islets from mice or humans, followed by exposure to stressors treatment, which might have a different impact on these cells, as the cell expression of their respective receptors is different between the species and between primary and tumor cell-lines. Next, the role of genes such as *Wnt4* must be inferred with caution, owing to their heterogeneity and biphasic involvement in both canonical and non-canonical pathways, and mainly due to a lack of deeper understanding of their precise role in diabetes and related disorders. Further studies are required to elucidate the exact role of such factors. 

## 5. Conclusions

Taken together, our data suggest that pretreatment with verapamil may render protection in MIN6 β-cells and zebrafish larvae, following exposure to T1D/T2D mimicking conditions. Characteristic changes identified in the β-cell proteomic and transcriptomic landscapes after verapamil treatment provide valuable insights into the critical molecular reprogramming induced by verapamil, enabling the development of novel strategies targeted at treating diabetes at its root cause, i.e., by resolving β-cell loss or impairment. 

## Figures and Tables

**Figure 1:**
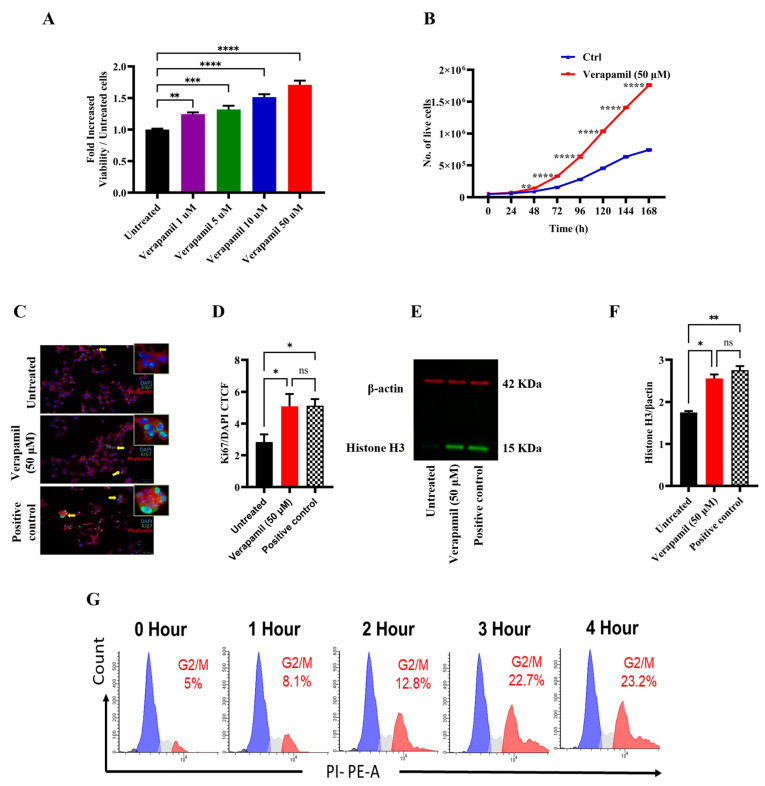
Proliferative effect of verapamil in MIN6 cells. (**A**) MIN6 cells were maintained in 5.6 mM glucose and were treated with different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h. (**B**) Growth curve of MIN6 cells cultured in 5.6 mM glucose media and treated with verapamil (50 μM, red line) in comparison with untreated cells (blue line). (**C**,**D**) Ki67 analysis showing the influence of verapamil on cell proliferation. MIN6 cells were cultured in serum-free conditions in the presence or absence of verapamil. Cells cytoskeletons were labeled with phalloidin (red) and the proliferation level was monitored with the expression of KI67 protein (green). Yellow arrows are presenting the cells expressing Ki67 in the nucleus (cyan color). DAPI was used to counterstain the nucleus. Scale bar = 50 μM, n = 2. The corrected total cell fluorescence (CTCF) was calculated from 10 different fields of each (n) number. (**E**,**F**) Western blot analysis of histone H3 expression corrected to β-actin with representative immunoblots, n = 2. Flow cytometry analysis was conducted to investigate the influence of verapamil induction in a time-dependent manner. (**G**) Histograms of the cell cycle phases. n = 4. The black, blue, gray, and red color histograms are representative of the percentage of the dead cells and the cells in G0/G1, S, and G2/M cell cycle phases, respectively. Data are presented as mean ± SEM values and were analyzed using one-way ANOVA with Tukey’s multiple comparisons test. ns: non-significant, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001 versus control.

**Figure 2:**
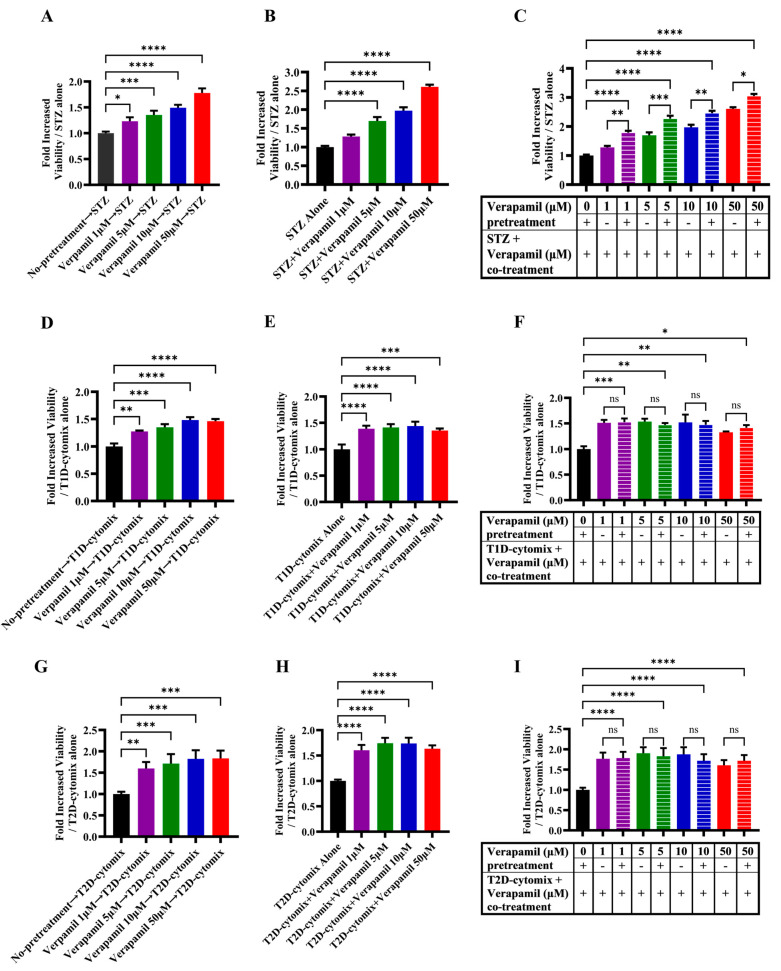
Protective effect of verapamil in MIN6 cells exposed to STZ, T1D-cytomix, or T2D-cytomix stressors. Bar graphs presenting MTT assay results as a ratio of each treatment over viability of MIN6 cells maintained in 5.6 mM glucose. (**A**–**C**) Cells were stressed with streptozotocin (STZ). (**A**) Cells were pretreated with different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h, the media were changed, and cells were stressed by 3 mM of STZ for another 24 h. (**B**) Cells were treated with a combination of STZ (3 mM) and verapamil (1, 5, 10, and 50 μM) for 24 h. (**C**) Cells were pretreated with verapamil (1, 5, 10, and 50 μM) for 24 h, then fresh media containing both STZ (3 mM) and verapamil (1, 5, 10, and 50 μM) were supplied to the cells for another 24 h. (**D**–**F**) Cells were stressed with T1D-cytomix (IL-1β: 50 ng/mL, TNF-α: 50 ng/mL, and INF-γ: 100 ng/mL) in each setting independently. (**D**) Cells were pretreated with different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h, then media were changed, and cells were stressed with T1D-cytomix for another 24 h. (**E**) Cells were treated with a combination of T1D-cytomix and verapamil (1, 5, 10, and 50 μM) for 24 h. (**F**) Cells were pretreated with verapamil (1, 5, 10, and 50 μM) for 24 h, then fresh media containing both T1D-cytomix and verapamil (1, 5, 10, and 50 μM) were supplied to the cells for another 24 h. (**G**–**I**) Bar graphs presenting MTT assay results as a ratio of each treatment over the viability of cells stressed by T2D-cytomix (IL-1β: 50 ng/mL, TNF-α: 50 ng/mL, and Palmitic Acid: 500 μM) in each setting independently. (**G**) Cells were pretreated with different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h, then media were changed, and cells were stressed with T2D-cytomix for another 24 h. (**H**) Cells were treated with a combination of T2D-cytomix and different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h. (**I**) Cells were pretreated with different concentrations (1, 5, 10, and 50 μM) of verapamil for 24 h, then fresh media containing both T2D-cytomix and different concentrations (1, 5, 10, and 50 μM) of verapamil were supplied to the cells for another 24 h. Each experiment was performed by at least five independent repeats. The difference between the groups was statistically analyzed using two-way analysis of variance (ANOVA), and *p* values < 0.05 were considered significant difference. Data are presented as mean ± SEM, * *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001, and **** *p*-value < 0.0001. ns: non-significant.

**Figure 3:**
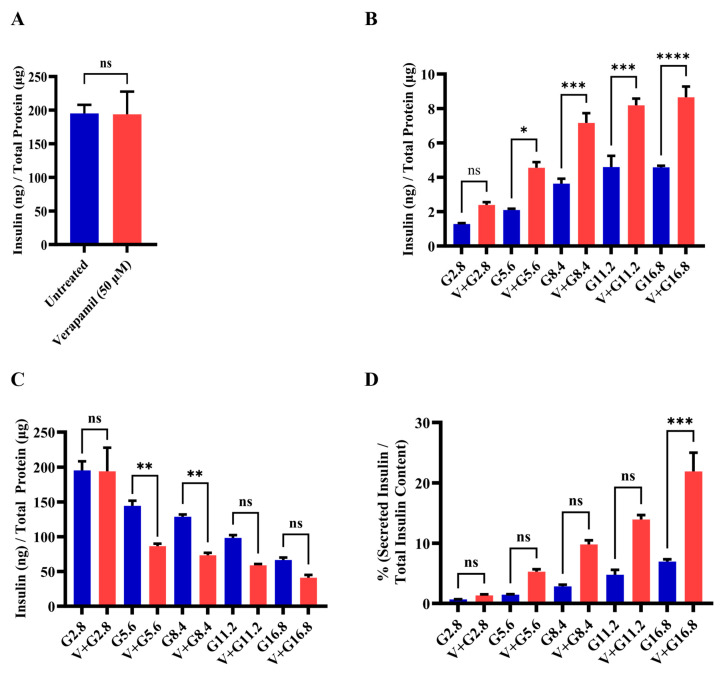
Functional effect of verapamil on the insulin content and glucose stimulated-insulin secretion (GSIS) rate of MIN6 cells. (**A**) Measured insulin content in MIN6 cells treated with 50 µM verapamil (red) for 24 h or left untreated (blue). (**B**) Total secreted insulin by MIN6 cells and (**C**) total insulin content in MIN6 cells when stimulated with different concentrations of glucose and either treated with 50 µM verapamil (red) for 24 h or left untreated (blue). (**D**) Percentage of secreted insulin over total insulin content of each condition. Each experiment was performed in 4 independent repeats. Difference between the groups was statistically analyzed using two-way analysis of variance (ANOVA), and *p*-values < 0.05 were considered statistically significant. Data are presented as mean ± SEM; * *p*-value < 0.05; ** *p*-value < 0.01; *** *p*-value < 0.001; and **** *p*-value < 0.0001, ns: non-significant.

**Figure 4:**
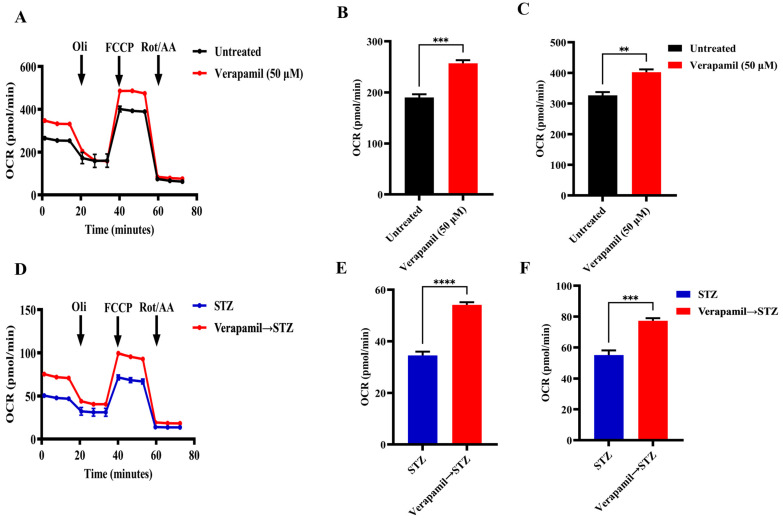
Verapamil pretreatment increases mitochondrial respiration in MIN6 cells treated with streptozotocin. MIN6 cells (4 × 10^4^) were cultured in 5.6 mM glucose media and treated overnight with verapamil (50 µM) or were left untreated. Cells were subsequently treated with streptozotocin (STZ, 3 mM) or left untreated and subjected to metabolic flux analysis. (**A**) Metabolic flux analysis measured oxygen consumption as cells were treated with Oligomycin (1 µM), Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP, 2 µM), and Rotenone/Antimycin A (Rot/AA, 0.5 µM). (**B**) Basal respiration in metabolic flux analysis before Oli administration. (**C**) Maximal respiration in metabolic flux analysis before Rot/AA administration. (**D**) Metabolic flux analysis of cells pretreated with verapamil prior to STZ treatment. (**E**) Basal respiration and (**F**) maximal respiration in metabolic flux analysis of cells pretreated with verapamil. Reported OCR was normalized to the extracted total protein as an indirect estimation of the number of cells subjected to metabolic flux analysis. Difference between the groups was statistically analyzed using two-way analysis of variance (ANOVA), and *p*-values < 0.05 were considered statistically significant, n = 4 per group, ** *p*-value < 0.01; *** *p*-value < 0.001; and **** *p*-value < 0.0001.

**Figure 5:**
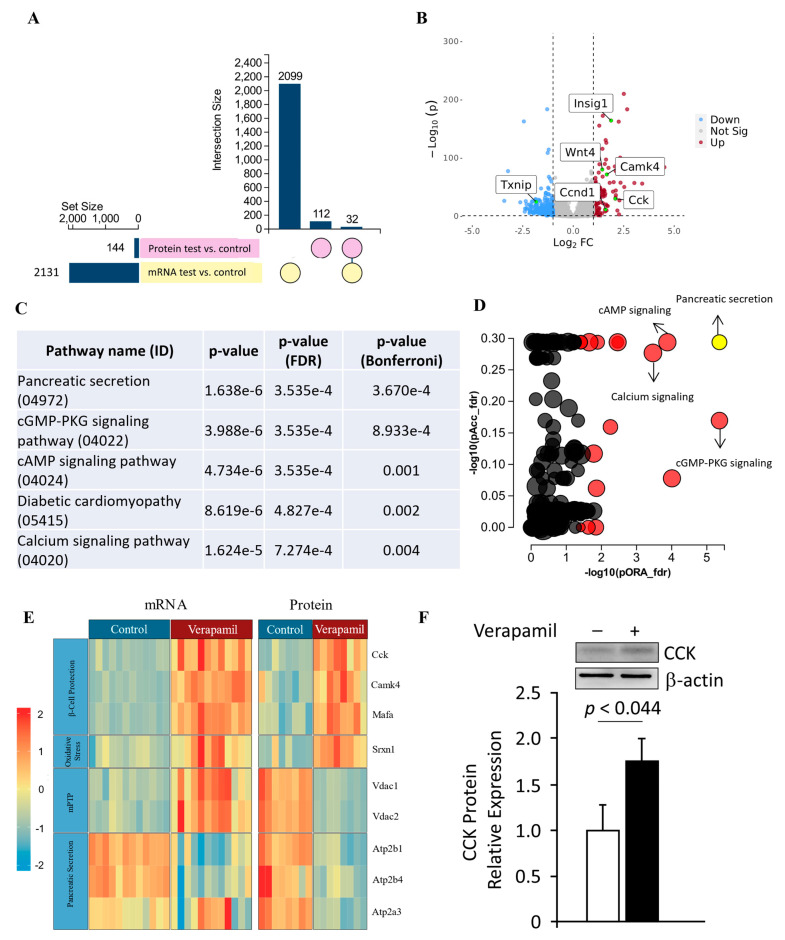
Transcriptomic and proteomic landscape of MIN6 cells treated with verapamil. (**A**) Out of a set size of 2131 genes (yellow) and proteins (pink), 2099 genes and 112 proteins were found to be differentially expressed. Of these, shared differential expressions of 32 genes and proteins were observed. (**B**) Volcano plot showing differentially expressed genes in MIN6 mouse beta cell line treated with verapamil (50 uM) for 24 h (|FC| > 2, *p* < 0.05). Vertical lines are drawn at the |log2FC| thresholds (**C**,**D**) Perturbation vs. over-representation pathway plot: dots representing the top 10 impacted pathways are positioned by their *p*-values from two different analyses: an impact analysis measuring total perturbation accumulation (pAcc) vs. a classical over-representation analysis (pORA). Pathways with significant combined *p*-values are shown in red. The selected pancreatic secretion pathway is shown in yellow. The size of each dot denotes the total number of genes in the corresponding pathway. (**E**) Protein and mRNA levels of key genes found to be up- or down-regulated when exposed to verapamil treatment, along with their respective molecular functions shown in the y axis. Each cell depicts one independent experiment. The expression profiles of the respective genes are depicted by color gradient (*p* < 0.05, |log2FC| > 1). The color scale indicates upregulation in red and downregulation in blue. (**F**) Western blot analysis of CCK expression normalized to β-actin expression; a representative immunoblot is shown.

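At the thresholds of the volcano plot, more than 2-fold and an unadjusted p under 0.05, 683 of 12306 genes passed edgeR's quasi-likelihood test, of which 117 rose and 566 fell with verapamil. Of the genes named in that plot, Cck, Insig1, Camk4, Ccnd1 and Wnt4 were among those that rose and Txnip among those that fell. Insig1, whose product holds back the activation of sterol synthesis genes, rose from 27.0 ± 1.64 to 99.0 ± 13.7 CPM (SD, n = 12 each), a log2 fold change of 1.87 (standard error 0.068, adjusted p = 2.1e-17), in 12 of 12 verapamil libraries. At more than 1.5-fold and an adjusted p under 0.05, 2518 genes passed, 662 of them higher and 1856 lower. Corrected for the GC and length trend of each library, which was chosen after the data were seen, the counts were 355 (172 higher, 183 lower) and 1517 (688 higher, 829 lower), and with that trend as covariates 224 (107 higher, 117 lower) and 688 (346 higher, 342 lower). Leaving out an experiment set gave 428 to 1148 genes beyond 2-fold, the lowest without the verapamil libraries of set 2 and the highest without those of set 1.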

**Figure 6:**
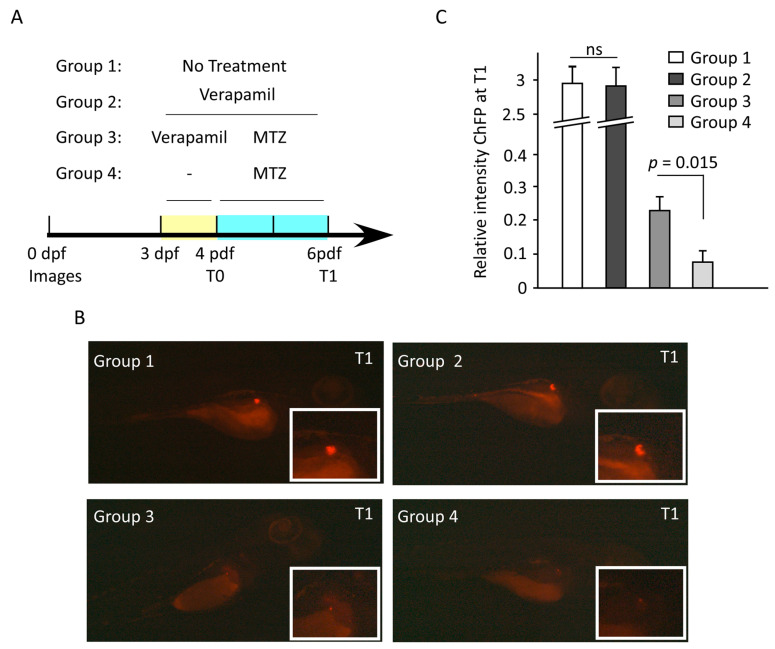
Verapamil pretreatment protects the pancreatic cells against MTZ-induced cytotoxic damage in zebrafish embryos. (**A**) Schematic timeline showing the experimental design and drug treatments. At 3 days post fertilization (dpf), four groups of embryos were treated as follows: Group 1, untreated embryos; Group 2, embryos treated with 10 µM verapamil for 72 h; Group 3, embryos treated with 10 µM verapamil for 24 h, followed by drug removal and administration of 10 mM MTZ for 48 h; Group 4, embryos treated with 10 mM MTZ at 4 dpf for 48 h. Insulin-producing pancreatic cells co-expressing mCherry fluorescence reporter protein (ChFP) were imaged at 4 dpf (T0) and 6 dpf (T1). For each group, the differences in ChFP intensity between T0 and T1 were determined. (**B**) Representative images of pancreatic cells in each group at T1. Inserts depict the magnified ChFP area. Images were taken using Stereo discovery 1.2 ZIESS microcopy. (**C**) Quantification of ChFP intensity in four groups at T1. No significant difference in fluorescence intensity was found between Groups 1 and 2. However, the fluorescence intensity in Group 3, which was pretreated with verapamil, was significantly higher as compared to Group 3, which was not pretreated with verapamil. Experiments were performed in triplicates (n = 20–30 embryos/group). Data represents the mean ± SEM values. ns: non-significant.

**Table 1:** Up-regulated and down-regulated 32 proteins and their respective genes identified by proteomics/transcriptomics analyses.

Gene Name	logfc Protein (Mass Spec)	adjpv Protein (Mass Spec)	logfc mRNA (RNA-seq)	adjpv mRNA (RNA-seq)
**Acss2**	0.546956178	0.045430822	1.468439926	0.000001
**Ap3m2**	−1.258425153	0.004563029	−0.631083607	0.00535079
**Atad1**	−0.878321443	0.003214256	−0.69090951	0.001886914
**Atl3**	−0.775959726	0.01924926	−0.705494101	0.000782498
**Atp2b1**	−0.768567592	0.001599313	−0.903858193	0.00000179
**Cadm1**	6.64385619	0.000001	−1.111895426	0.000001
**Camk4**	0.618238656	0.025051947	1.667580225	0.000001
**Cck**	1.343692069	0.000001	2.086382128	0.000001
**Fdps**	1.236339539	0.000001	2.06424327	0.000001
**Fn1**	0.750177706	0.00019395	0.707236676	0.000001
**Gabarap**	0.779049553	0.000817148	0.608883531	0.000001
**Gc**	0.575312331	0.010226369	−0.668515132	0.000001
**Gdap1**	−0.744197163	0.03032308	−0.715727824	0.009402028
**Hax1**	6.64385619	0.000001	0.708603816	0.000001
**Hectd1**	1.205392513	0.000001	−0.766523599	0.004572659
**Hmgcs1**	1.608809243	0.000001	1.574403987	0.000001
**Idi1**	1.136191386	0.000001	1.063478538	0.00444946
**Ins2**	−0.706041021	0.003576738	−1.047050788	0.000001
**Kif23**	−0.899695094	0.029438363	−1.278078727	0.000001
**Ldlr**	1.607862903	0.000001	1.459525662	0.000001
**Mafa**	0.715454127	0.019937366	0.86170978	0.000001
**Mid1ip1**	0.82130204	0.000734422	0.902299589	0.000001
**Nsg1**	0.568518598	0.029438363	0.821403563	0.000001
**Pam**	0.600269754	0.008748346	0.772163694	0.000001
**Ppfia2**	−2.53951953	0.000001	−1.455788602	0.000001
**Prlr**	0.619178216	0.031249276	−0.938951004	0.003238752
**Sdf2l1**	0.606915942	0.007338519	1.333480725	0.000001
**Slc25a1**	−0.798366139	0.005415551	0.796013338	0.000001
**Slc9a3r1**	0.508935662	0.025006868	0.846755275	0.000001
**Sqstm1**	0.789103218	8.91352 × 10^−5^	0.605062208	0.000001
**Stc1**	0.804053559	0.000223206	1.114392736	0.000001
**Timm8b**	0.670840336	0.003900441	0.676846573	0.000001

## Data Availability

All data associated with the article are available on request from the corresponding author.

## Supplementary Materials

The following Supporting Information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13110949/s1, Figure S1: Pancreatic secretion (KEGG: 04972); and Supplementary Methods.

# Supplementary material for: Unraveling Verapamil’s Multidimensional Role in Diabetes Therapy: From β-Cell Regeneration to Cholecystokinin Induction in Zebrafish and MIN6 Cell-Line Models
**Source:** Cells. 2024 May 30;13(11):949. doi: 10.3390/cells13110949

## **Supplementary Methods:**

### **Immunohistochemical Detection of Ki67**

To test the pharmacological effect of verapamil on MIN6 cell proliferation, immunohistochemical (IHC) analysis of Ki67 was investigated (22). Cells were seeded on number 1.5 coverslips, 12 mm in diameter, in either low or high glucose media supplemented with 2% bovine serum albumin free fatty acid (BSA FFA) (Cat# 820024, Sigma, St. Louis, MO, USA) for 24 hours. The cells were then either treated with verapamil (50  $\mu$ M) for another 24 hours or were left untreated. After this culturing period, cells were washed twice with PBS. Then, cells were fixed with 4% paraformaldehyde for 15 minutes at room temperature (RT; 21-23 °C). Fixed cells were immediately washed twice with PBS and permeabilized in 0.5% saponin for 15 minutes at RT. Next, cells were blocked in blocking solution (5% FBS; 0.1% Tween-20 in PBS) for 40 minutes at RT. Cells were then incubated for 2 hours with rabbit Anti-Mouse Ki67 primary antibodies (Cat# 15580, Abcam, Waltham, MA, USA), diluted 1:1000 in blocking solution, at RT. Next, the cells were washed 3 times, with intervals of 5 minutes, with PBS-Tween (0.1% Tween-20 in PBS), followed by incubation with secondary goat Anti-Rabbit antibody (Alexa Fluor® 488, cat# ab150077, AbCam, Waltham, MA, USA), diluted 1:1000 in blocking solution, and incubated at RT for 1 hour. Then, the cells were also incubated with the Phalloidin-iFluor 594 reagent (Cat#: ab176757, Abcam, Waltham, MA, USA) to visualize their actin filaments. After incubation, the cells were washed 3 times, with 5-minute intervals, with PBS and mounted on the slide with Mounting Medium with DAPI – Aqueous, Fluoroshield (Cat#: ab104139, Abcam, Waltham, MA, USA) to visualize their nuclei. Confocal images were obtained by using inverted Zeiss LSM710 spectral confocal microscope (Carl Zeiss, Gottingen, Germany). All samples were analyzed using the same parameters and the resulting color markup of the analysis was confirmed for each sample. The correlated total cell fluorescence (CTCF) was calculated from 10 different fields of each number (n) *via* ImageJ ver 2.9.0, using the following equation:

$$\text{CTCF} = \text{Integrated Density} - (\text{Area of selected cell} \times \text{Mean fluorescence of background readings}) \quad (23).$$

### **Western Blotting**

Protein extraction and Western Blotting were performed, as previously described (24, 25). Cells were seeded in 6-well plates (Costar, High Wycombe, UK) in either low or high glucose media supplemented with 2% BSA FFA (Cat# 820024, Sigma, St. Louis, MO, USA) for 24 hours. Then, the cells were either treated with verapamil (50  $\mu$ M) for another 24 hours or were left untreated. After this culturing period, cells were washed with PBS, harvested, and incubated for 30 minutes with lysis buffer (Tris 62.5 mM, 1% Triton X-100, 10% glycerol, pH: 7.5). The lysates were then centrifuged at  $14000 \times g$  for 10 minutes, following which, the supernatant was collected. The concentration of protein in lysates was measured using the Quickstart Bradford Dye Reagent, 1x Protein Assay kit (Bio-Rad Laboratories, Hercules, CA, USA). Protein samples (20 or 30  $\mu$ g) were mixed with sample loading buffer, heated for 5 minutes at 95 °C, and resolved by 12% sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE). Cellular proteins were transferred to nitrocellulose membrane (Bio-Rad Laboratories, CA, USA) by electroblotting. The membranes were then blocked with 5% non-fat milk in PBS for 1 hour, followed by incubation with primary antibodies Anti-Histone H3 (D1H2) XP® Rabbit mAb #4499 and Anti- $\beta$ -Actin (8H10D10) Mouse mAb #3700. Both antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA), and CCK (PA5-103116, Abcam, Waltham, MA, USA). The blots were then washed 3 times with TBST and incubated for 2 hours with goat Anti-Rabbit IgG H&L (IRDye® 680RD) (Cat#: ab216777, Abcam, Waltham, MA, USA), goat Anti-Mouse IgG H&L (IRDye® 800RD) (Cat#: ab216772, Abcam, Waltham, MA, USA), or horseradish peroxidase-linked conjugated secondary antibodies. Immunofluorescence or chemiluminescence bands were visualized by Molecular Imager ® ChemiDoc™ MP Imaging Systems (Bio-Rad Laboratories, Hercules, CA, USA).

## Proteome Sample Preparation

Proteome sample preparation was conducted based on the standard protocol as previously described (31). Frozen cell pellets were lysed according to the Biognosys sample preparation kit protocol (Ki-3013). Cell pellets were lysed with 80  $\mu$ l of denaturing buffer for 30 minutes at room temperature. A total of 100  $\mu$ g of total cell lysates were reduced in reduction buffer at 37 °C, by gently shaking for 30 minutes. Samples were then alkylated by adding 16  $\mu$ L of alkylation solution to each well after cooling, and were incubated at room temperature in the dark for 30 minutes. Samples were then digested by adding 0.4  $\mu$ g of trypsin at 37°C overnight. Samples were then acidified by adding 20  $\mu$ l of 10% (v/v) TFA and cleaned-up by using C-18 MACROSpin plates provided by the kit as per protocol. The digested peptides were eluted in 340  $\mu$ l/well of C18 Elution solution (0.1% (v/v) TFA in 50% Acetonitrile). The samples were then dried down and constituted to a concentration of 1 $\mu$ g/ $\mu$ l and analyzed on the liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) system.

Samples were analyzed on Q-Exactive HF LC-ESI-MS/MS system coupled with an EASY-nLC™ 1200 nano-LC System through an EASY-Spray Ion Source (Thermo Fisher Scientific, Waltham, MA, USA). Mobile phase A was 0.1% formic acid in water and mobile phase B was 80% acetonitrile plus 0.1% FA in water. LC separation was performed with a trap-elute configuration including a trapping column (Acclaim PepMap100 75  $\mu$ m x 2 cm) (Thermo Fisher Scientific, Waltham, MA, USA) and an analytical column (ES801A PepMap RSLC C18, 2 $\mu$ m, 100A, 50 $\mu$ m x 15cm) (Thermo Fisher Scientific, Waltham, MA, USA). The trapping column was loaded by an injection of 5  $\mu$ g of digested peptide with the mobile phase A delivered at a flow rate of 5  $\mu$ l/min for 3 minutes to trap and clean peptides, and then the samples were applied onto the column at a flow rate of 300 nl/min. The nano flow column was maintained at 40°C. Peptides were eluted and separated with a 170-minute run. The eluent was ionized using an Easy Spray nano ESI source operating in positive ion mode. Ionization voltage was 2.3 kV and the capillary temperature was 230°C. The Q Exactive HF instrument was operated in the data-dependent acquisition (DDA) mode to automatically switch between full scan MS and MS/MS acquisition. MS1 full scans were acquired for 350-2000 m/z at 120,000 resolution, 60ms maximum IT, 3e6 AGC target. The top 10 multiply charged ions were selected from each scan for MS/MS analysis and then fragmented by higher-energy collisional

dissociation (HCD) with a normalized collision energy setting of 27 eV, at 30,000 resolution, 20 ms maximum IT, 1e5 AGC target, and an isolation window of 2.0 m/z.

Label-free quantitation was performed using Thermo Scientific™ Proteome Discoverer™ 2.4 software using SEQUEST® HT search engine with a precursor mass tolerance of 10 ppm and fragment mass tolerance of 0.02 Da. Enzyme name was set to trypsin, with a maximum missed cleavages value of 2. Carbamidomethylation (+57.021 Da) of cysteine was considered a fixed modification, while oxidation (+15.995 Da) of methionine was considered a dynamic peptide modification. Data were searched against a *Mus musculus* fastafle with a 1% false discovery rate (FDR) using Percolator. The area of the precursor ion from the identified peptides was calculated using the Feature Mapper and Precursor Ions Quantifier nodes in the Consensus Step and Minora Feature Detector node in the Processing Step with default settings. Further processing was performed using the new Rt-Aligner and Feature Mapper nodes also created for the untargeted label-free quantification workflow in the software. The false discovery rate (FDR) for proteins, peptides and peptide spectral matches (PSMs) were kept at 1%. All results were filtered by a q- value of <0.01 (equals an FDR of 1% on peptide level and a filter of minimum 2 unique peptides.) The obtained data are from three sets of independent experiments and from each set, three replicates were processed to control for intra- and inter-assay errors.

### **Glucose-Stimulated Insulin Secretion (GSIS) Assay**

GSIS assay was performed using the static incubation method (29). Briefly  $1 \times 10^5$  cells were grown per well, in 24-well plates (Costar, High Wycombe, UK), as a monolayer. After 24 hours, the cells were pretreated with 50  $\mu$ M verapamil for another 24 hours. The following day, the medium was removed, and cells were washed twice with PBS. Next, for equilibration, the cells were incubated for 1 hour with 500  $\mu$ l of 2.8 mM glucose, supplemented in Krebs–Ringer HEPES buffer (basal media, pH-adjusted to 7.4 with 1 mol/l NaOH), containing 135 mM NaCl, 3.6 mM KCl, 5 mM NaHCO<sub>3</sub>, 0.5 mM MgCl<sub>2</sub>, 1.5 mM CaCl<sub>2</sub>, 10 mM HEPES, and 0.1% BSA). After equilibration, 500  $\mu$ l of glucose-containing stimulation media, Krebs–Ringer HEPES buffer supplemented with 2.8, 5.6, 8.4, 11.2, or 16.8 mM glucose, was added to each well and incubated for 2 hours at 37 °C. Following which, the GSIS assay was terminated by placing the plate on ice. Conditioned medium (500  $\mu$ l) was removed

from each well, centrifuged at 1400 rpm at 4 °C for 5 minutes, was transferred to an ice-cold Eppendorf tube, and was then kept in -20 °C to detect the level of secreted insulin.

To measure the total insulin content of the cells, each well was washed with PBS, after which, 500 µl of cold acidified ethanol (1.5% HCl in 70% EtOH) was added to each tube and kept overnight at -80 °C. The following day, freeze/thaw cycles (-20 °C /4 °C) were performed thrice. The cells were removed by scraping and were transferred to a labeled tube. The tubes were centrifuged for 15 min at 15000 × g at 4 °C. The supernatants were transferred to new labeled tubes, acid-ethanol extracts were neutralized with same volume of 1M Tris pH 7.5, and were kept in -20 °C for insulin measurements using ELISA kit (Mercordia, Sylveniusgatan, Uppsala, Sweden). The levels of total insulin content and secreted insulin were normalized by the level of total protein measured by Bradford assay against a standard curve. All chemicals were purchased from Sigma-Aldrich (St. Louis, MO, USA).

## **Protection Assays**

In this study, MIN6 cells were stressed by one of three stressors, as follows:

1. Streptozotocin (STZ; purchased from Sigma-Aldrich, St. Louis, MO, USA): STZ stock solution (0.3 M) was prepared by dissolving STZ in cold citrate buffer and was used immediately. The final concentration of STZ was 3 mM.
2. T1D-cytomix: A T1D-cytomix was prepared using a combination of TNF- $\alpha$ , IL-1 $\beta$ , and INF- $\gamma$  (Final concentration: 50, 50, and 100 ng/ml, respectively) (27, 28).
3. T2D-cytomix: A combination of TNF- $\alpha$ , IL-1 $\beta$ , and palmitic acid (Final concentration: 50 ng/ml, 50 ng/ml, and 500 µM, respectively) was used to prepare the T2D-cytomix (27, 28).

All recombinant cytokines were purchased from R&D systems (Minneapolis, MN, USA).

For the protection assays, the concentrations of verapamil used were 1, 5, 10, or 50 µM, and the protection assays were conducted in the following conditions, as indicated.

1. Pretreatment condition: Cells were pretreated with 1, 5, 10, or 50  $\mu$ M of verapamil for 24 hours. The next day, the medium was removed, the cells were washed with PBS, and the cells were then exposed to one of the mentioned stressors, as indicated, for another 24 hours. Following which, the MTT assay was performed to measure cell survival.
2. Cotreatment condition: Cells were cotreated with a combination of a stressor and verapamil (1, 5, 10, or 50  $\mu$ M) for 24 hours, after which, the MTT assay was conducted to measure cell survival.
3. Pretreatment  $\rightarrow$  cotreatment condition: Cells were pretreated with verapamil, as detailed in the “pretreatment” condition, for 24 hours. On the following day, the medium was removed, cells were washed with PBS, and then the “cotreatment” condition, with the indicated stressor, and used verapamil concentration was applied for another 24 hours, and then MTT assay was conducted to measure cell survival.

The MTT assay (Trevigen, Minneapolis, MN, USA) was conducted according to the manufacturer’s instructions. The plates were analyzed using the Synergy H4 Hybrid Microplate Reader (BioTek, Winooski, VT, USA), and data analysis was performed using the Gen5 software version 2.03.

## Supplementary Figure

**Supplementary Figure S1:** Pancreatic secretion (KEGG: 04972). **(A)** The overall pathway diagram is overlaid with the computed perturbation of each gene. The perturbation accounts both for the gene's measured fold change and for the accumulated perturbation propagated from any upstream genes (accumulation). The highest perturbation is shown in green. The legend describes the values on the gradient. Note: For legibility, one gene may be represented in multiple places in the diagram, and one box may represent multiple genes in the same gene family. A gene is highlighted in all locations it occurs in the diagram. For each gene family, the color corresponding to the gene with the highest absolute perturbation is displayed in green. **(B)** Represents proteomic and **(C)** mRNA data. The highest negative perturbation is shown in dark blue, while the highest positive perturbation is in dark red.

A

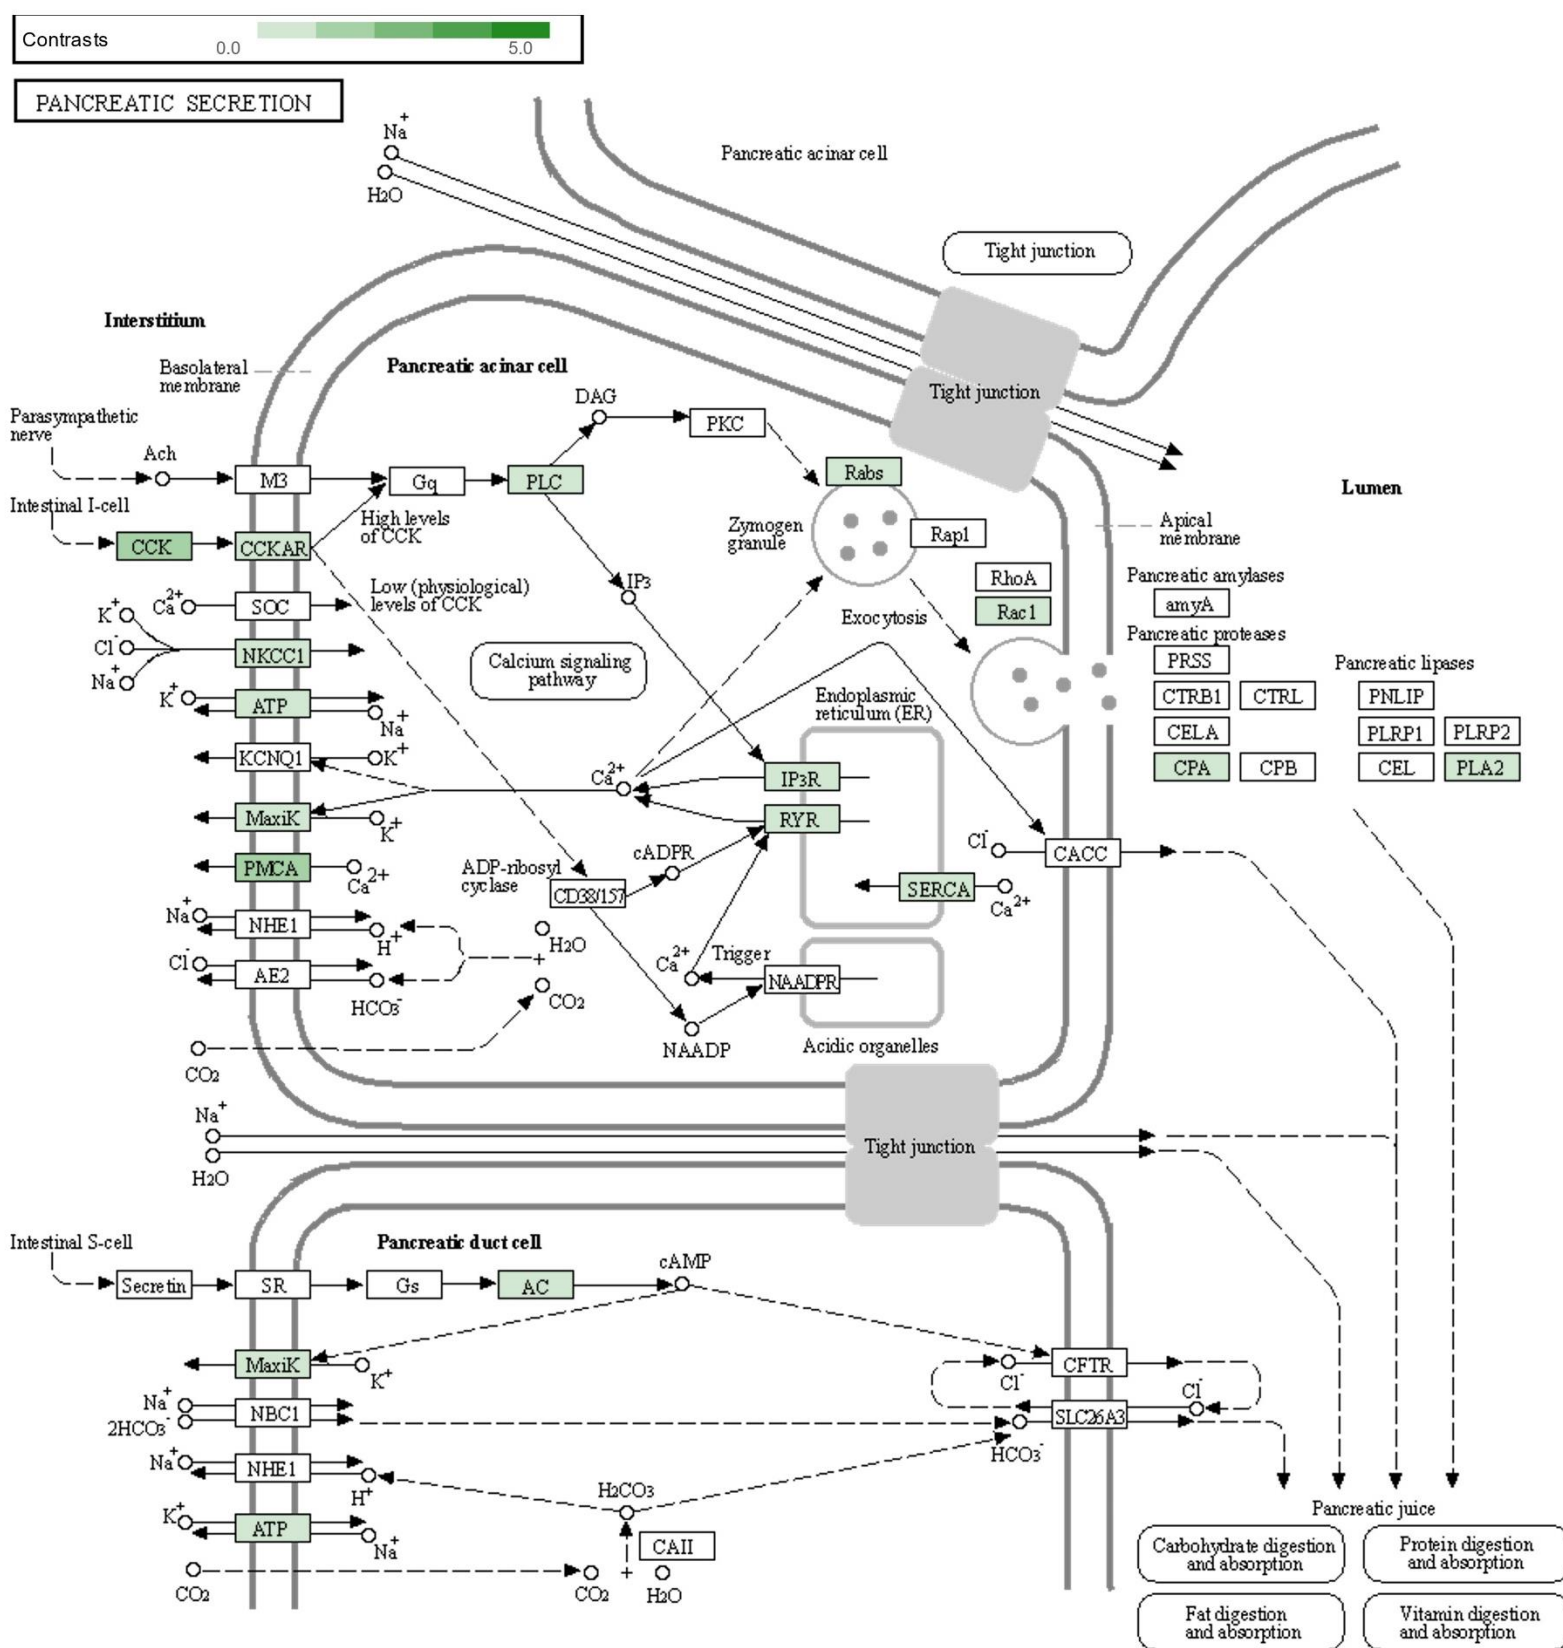

B

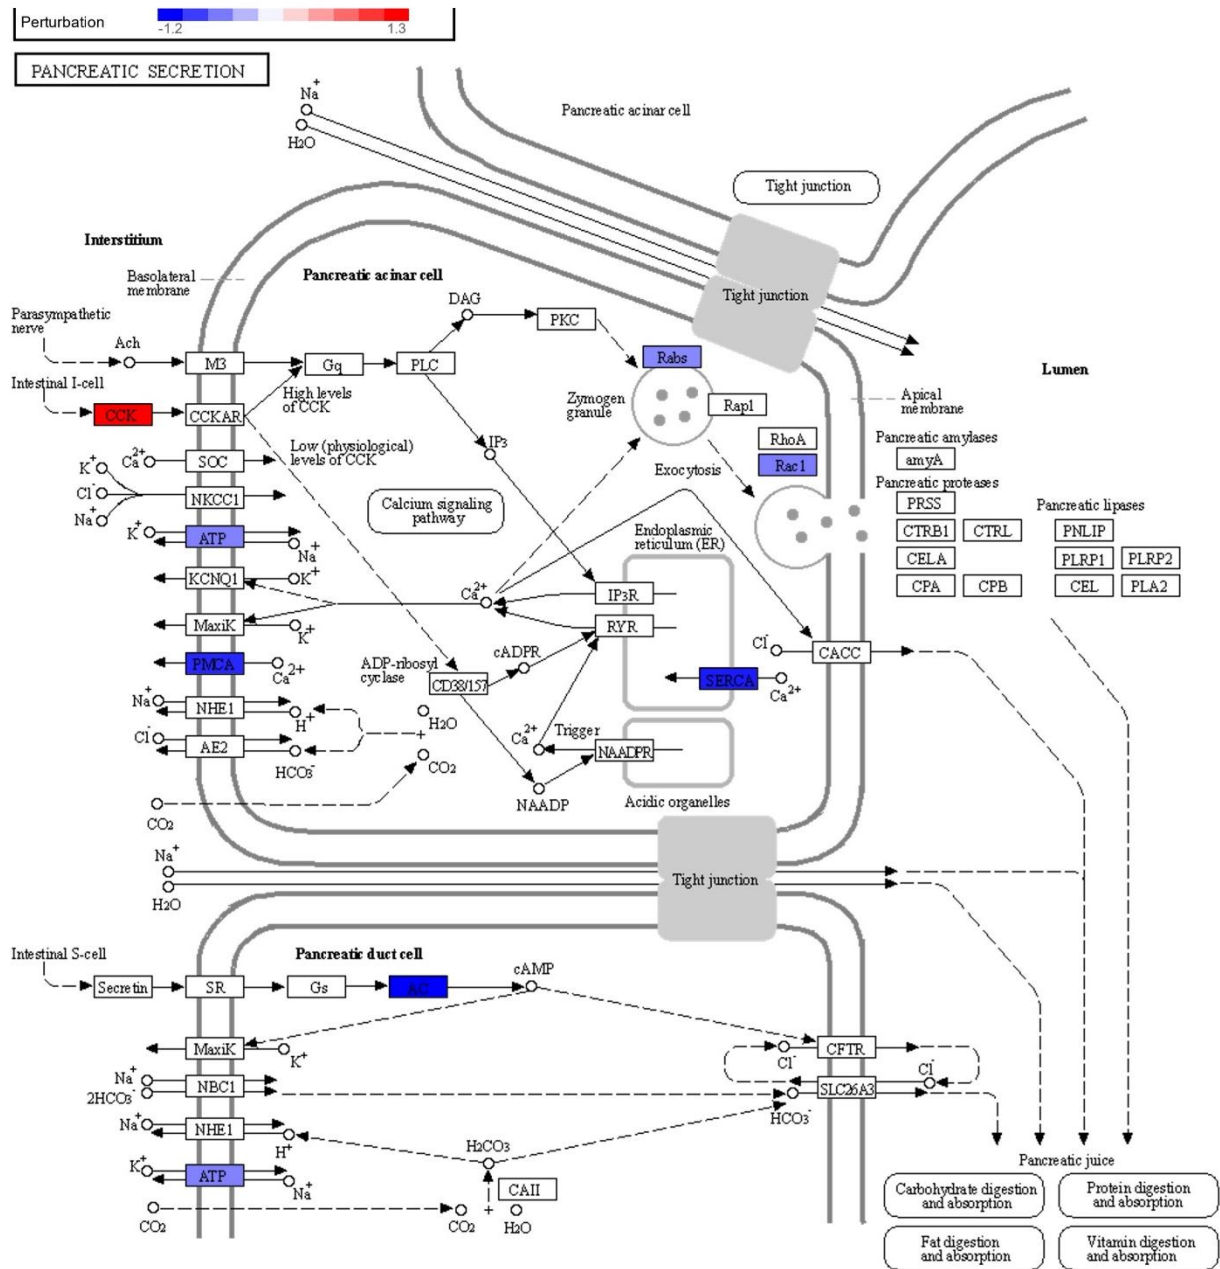

C

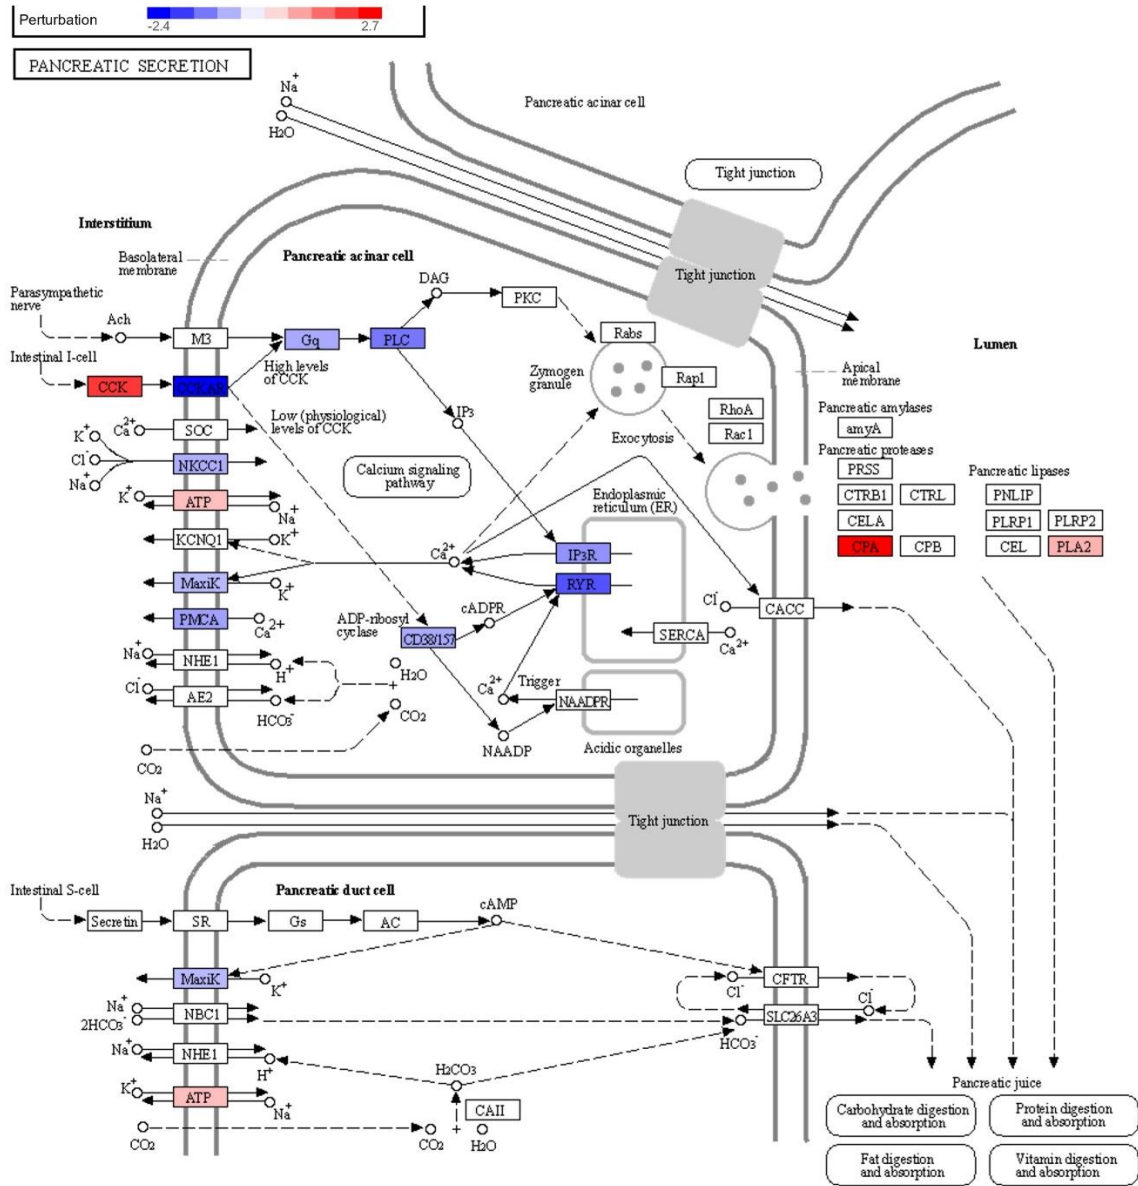

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

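The transcriptomes of MIN6 cells treated with verapamil (50 µM; 24 h) and of untreated cells (control), both at 5.6 mM glucose, were compared from 24 libraries, 12 per group, in 4 experiment sets of 3 replicates per group. Groups and replicates were taken from the sample labels and the paper's methods. The experiment set of a library was read from the first digit of the description in its label in the light of the 4 sets that the methods describe. No source used here spells this out, and the sums, blocks, interactions and values per set rest on it. For 4 columns of the count table the name fits more than a single sample, and these entered as replicates of their group without a number. The proteomic, imaging, flux and zebrafish experiments were not analysed here.

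The authors deposited raw read counts per gene and library. According to the paper and the submitters' processing notes they made them with bcl2fastq 2.20, Trimmomatic 0.39, HISAT2 2.1.0 on GRCm38 (mm10) and HTSeq 0.9.1; the strand setting and the annotation release of the counting are not given in the sources used here. Beside the counts, the authors deposited the results of their own edgeR comparison: an average log2 CPM, a fold change as a ratio and on the log2 scale, a p-value and an adjusted p-value for each gene, and a further column headed as the log10 of the adjusted p-value that holds the log10 of the unadjusted one. These columns are the authors' values, were not used in any test here, and are quoted only as the authors' deposited table. The authors' adjusted p-values correspond to an adjustment over 4.31 times as many features as the genes analysed here (median over the genes with an adjusted p under 0.05), so these genes are part of those they tested. The table holds 12310 genes, and every row names a gene. Symbols were matched to GENCODE M21 on GRCm38 for 12308 genes, after 20 date-like symbols were replaced by the reference symbol, and 1806 genes are annotated there as pseudogenes. Coordinates, transcript lengths and GC contents come from that annotation, and genes that overlap another gene or have near-identical copies are uncertain.

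Total counts per library ranged from 12590476 to 44806556, a ratio of 3.56 between the largest and the smallest. Counting error weighs most on genes near 1 CPM, and the range of counts per library is given for leading genes at that level. The 10 most abundant genes took 4.80% to 6.43% of the counts of a library.

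The comparison of verapamil with control used edgeR 4.0.16 in R 4.3.3: filterByExpr (minimum count 10, minimum total 15), TMM normalization, the quasi-likelihood test without covariates on all 24 libraries, and Benjamini-Hochberg adjustment over the 12306 genes tested, with a threshold of 0.05. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with the preset correlation of 0.01 and again with an estimated correlation, and with fry, adjusted over 30 lists; 3 lists taken from the study and lists with fewer than 2 measured genes were tabulated only. For the leading genes, counts were summed per experiment set and group and compared as 4 sums against 4, by edgeR and by an exact permutation test (scipy 1.17.1, two-sided, smallest p 0.0286). An interaction of experiment set and treatment tested whether an effect differed between sets, in the same edgeR model. Other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

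The test, the alternatives, the gene lists and the rule for named genes were set before the data were examined. Named are every gene the study names in its text, Figure 5 or Table 1, whose values in the study had been seen; the 12 largest increases and the 12 largest decreases among genes with an adjusted p under 0.05, a mean of at least 5 CPM and the same direction in all 4 experiment sets, leaving out predicted genes and pseudogenes; of each gene list up to 4 members with an adjusted p under 0.05 and the largest changes among those with at least 1 CPM; and reference genes. This gave 150 genes, some of which are not reported here. Some further members of the pancreatic secretion list and the genes above Cck in rank were named after their values were seen. The lists cover cholesterol synthesis and uptake, fatty acid synthesis, cholesterol efflux and LXR targets, β-cell identity, secretory granules, dedifferentiation, the unfolded protein response, the ATF4 and amino acid response, antioxidant defence, TXNIP and ChREBP targets, activity-induced genes, calcium channels, calcium pumps and kinases, pancreatic secretion, G1/S, G2/M and cell cycle inhibitor genes, the respiratory chain encoded in the nucleus and in mitochondria, the permeability transition pore and apoptosis, glycolysis, lysosome and autophagy, WNT, inflammation, and markers of other islet, gut enteroendocrine, acinar, ductal, neuronal, fibroblast, endothelial and leukocyte cells.

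The alternatives were counts summed per experiment set, with and without the set as a block, the experiment set or the replicate number as a block, limma-voom with a correlation within sets, edgeR's exact test, DESeq2, RLE or library size in place of TMM, no filter or a filter of 1 CPM in 12 libraries, libraries thinned to the smallest total, a test against a fold change of 1.2, and leaving out each experiment set in both groups or in either. After the data were seen, 3 were added: a correction of each library for a smooth trend with transcript GC content and length, the same trend as covariates of the model, and leaving out the library in column V11. The estimated correlation of camera was also used with the first 2 of these. The model was tested on simulated counts with known changes, drawn for the same 12306 genes. With 12 libraries against 12 it recovered 46 of 67 genes changed by 0.5 on the log2 scale. It recovered 66 of 67 changed by 1 and 66 of 66 changed by 2, with 7 false calls. With 4 sums against 4 it recovered 36 of 67, 66 of 67 and 66 of 66, with 5 false calls. These numbers hold for the simulated counts only. In the real libraries 7726 genes were called, and the biological coefficient of variation was 0.264 with verapamil against 0.0921 in control. No error rate of the real comparison follows from the simulation. The counts of calls were set against 100 random splits of the 24 libraries, and those over sums against all 35 splits of the 8 sums.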

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

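Of the tests in this part, those on a batch shared by both groups, on the GC and length correction and on its trend as covariates were chosen only after the libraries had been seen. In 1196 of 12306 genes the effect of verapamil differed between the 4 experiment sets (interaction in edgeR's quasi-likelihood model, adjusted p under 0.05), 19 of them among the 150 named genes. Of the 7 leading genes, Wnt4 was the only one in that group (adjusted p = 0.0288), with an increase in every set. In gene groups that the paper does not discuss, the median difference from the control mean was above 0 in all 12 verapamil libraries. The median log2 fold change was 1.29 for cholesterol synthesis and uptake, 0.64 for fatty acid synthesis, 0.76 for the ATF4 and amino acid response and 1.94 for the 2 measured endothelial markers, Kdr and Esam. No group of 4 sums of a leading gene held a sum apart from the others (0 of 14 groups by Dixon's test).

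The 12 verapamil libraries lie at different distances from the controls, with long AT-rich transcripts lower in the distant ones. Sequencing depth is argued against, because after thinning to the same total the spread of the GC correlation over the verapamil libraries was 1.01 times its value before (spread 0.014). A bias of GC content and length stays open, since 0.570 of the variance of the verapamil libraries was left after a correction for it, between the bounds set for and against it. A batch that a set shares between both groups stays open as well: the set means of the controls spanned 0.158 of the range of those of the verapamil libraries (spread 0.134), too close to the bound of 0.25 to decide. Handling, RNA quality or a drug effect of different strength in different cultures may each be the source, and the labels do not separate them.

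Genes of the G2/M list were lower with verapamil in all 12 libraries, with a median log2 difference of -1.55 to -0.40 against -0.09 to 0.17 in the controls. GC content and length as the whole cause are argued against by the median log2 fold change of -0.51 after the correction (spread 0.047, camera adjusted p = 5.8e-10; adjusted p = 0.029 with an estimated correlation, against 0.054 with an estimated correlation before the correction). With the GC and length trend as covariates the list passed camera (adjusted p = 1.2e-09; adjusted p = 0.015 with an estimated correlation), but its median of -0.36 (spread 0.094) lay within its spread of the bound of -0.3, so a cause that acts in the libraries with that trend cannot be told apart from an effect of verapamil on mitotic transcripts; treatment and trend overlap in these libraries (variance inflation 2.62). An effect on the cell cycle that differs in strength between cultures remains a candidate explanation.

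Genes of cholesterol synthesis and uptake were higher with verapamil in all 12 libraries, with a median log2 difference of 1.01 to 1.42 against -0.12 to 0.12 in the control libraries. GC content and length are argued against by a median log2 fold change of 1.35 after the correction (spread 0.046), the libraries with that trend by 1.284 with the covariates (spread 0.070), and the scaling of the libraries by 1.26 with library size only (spread 0.049). An induction of sterol genes by the treatment is a hypothesis consistent with these values, found and tested on the same libraries. The design does not separate an action on calcium channels from other actions of verapamil at 50 µM.

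A chance division of the libraries is argued against for the counts of genes, as far as 100 and 35 splits can show. The splits of the 24 libraries take the 3 replicates of a set as separate samples, which the sources leave open. In 100 random splits of the 24 libraries into 12 and 12, the real one included, only the real split (1 of 100) gave as many higher genes (3836; highest other 2592), as many lower genes (3890; highest other 2592), as many genes beyond 2-fold at an unadjusted p under 0.05 (683; highest other 78) and as many beyond 1.5-fold at an adjusted p under 0.05 (2518; highest other 969). The number of gene lists past camera (11) was reached by another split too (2 of 100 with the real one, highest other 11). Over the 35 splits of the 8 sums, only the real one (1 of 35) reached 3005 higher and 2124 lower genes (highest other 1 each).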

How the results depend on the processing

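The GC and length correction, its trend as covariates and the comparison without the library in column V11 were chosen only after the data were seen. The log2 fold changes of Cck (1.50 to 2.26), Txnip (-1.98 to -1.64), Ccnd1 (1.45 to 1.73), Wnt4 (1.16 to 1.52), Camk4 (1.55 to 1.80) and Vdac2 (0.20 to 0.46) kept their direction and an adjusted p under 0.05 in all 27 alternatives, and so did Vdac1 except with the covariates (0.062, adjusted p = 0.38, range over its alternatives 1.0e-07 to 0.38). The counts of calls moved more. With sums per experiment set 2124 genes were lower, and with those sums and the set as a replicate block 2510 were higher and 2292 lower. The test against a fold change of 1.2 gave 1537 higher and 2137 lower genes and the covariates 1420 and 1076. Beyond 2-fold, 355 genes passed after the GC and length correction and 224 with the covariates, and beyond 1.5-fold 1517 and 688. Leaving out an experiment set of 3 libraries per group, in both groups or in 1, gave 2518 to 4255 lower genes, the lowest without set 2 in both groups, and 428 to 1148 genes beyond 2-fold (1136, 430 and 1044 without sets 1, 2 and 4 in both groups, and 1148, 428, 438 and 1065 without the verapamil libraries of sets 1, 2, 3 and 4). Of the gene lists, 4 passed camera with an estimated correlation, 24 passed fry's directional test and 27 its mixed test, against 11 with the preset correlation; fry does not compare a list with other genes. The cause of these changes was not tested, except that leaving out a set leaves fewer samples and that the test against 1.2-fold asks for larger changes.

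The replicate numbers did not pair the samples: over 10 numbered pairs the correlation of deviations from the group means was -0.051 to 0.11, and a library correlated best with its own number in 1 of 10 pairs, while over the 4 experiment sets it was 0.016 to 0.069, with 1 of 4. With the number as a replicate block 3651 genes were higher, 3917 lower and 1113 beyond 2-fold, and Atp2a3 was at 0.0098.

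With the GC and length trend as covariates, genes lower in the comparison without them had positive log2 fold changes: Atad1 0.12, Atl3 0.13, Gdap1 0.28, Prlr 0.29, Creb1 0.086, Cacna2d1 0.20, Cacnb2 0.040, Rbl2 0.12, Xiap 0.27, Fzd3 0.16, Onecut1 0.22, Map2 0.12 and Elavl4 0.13. Genes higher without them were at -0.074 (Cd81), -0.45 (Socs1), -0.14 (Tap1), -0.00092 (Rela) and -0.14 (Krt18). After the correction Fzd3 was at 0.14 and Krt18 at -0.045. Genes without a call crossed 0 as well: without an experiment set, Atp2a3 ranged from -0.10 to 0.033, Ins1 from -0.27 to 0.0056 and the Actb log2 fold change from -0.0699 to 0.058, and without the library in column V11 Atp2a3 was at 0.0056. With the covariates Ins1 was lower (-0.70, adjusted p = 0.0025), and so was Actb, with the Actb log2 fold change at -0.28 (0.00038) and at -0.13 (0.013) after the correction. Of 142 named genes with a call, 31 lost it and 18 changed sign with the covariates, and 40 kept it at a log2 fold change over 1.5 times smaller or larger. With the correction these numbers were 14, 2 and 31. Summed counts ended 15 calls, or 12 with the set as a replicate block, and leaving out a set 1 to 8. The cause was not tested. Depth limits the genes near 1 CPM most, such as Ccnd1, with 6 to 43 counts per control library.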

Differences from the paper's values

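The paper gives 2131 genes identified at the mRNA level, without a threshold in its text. At the thresholds in the legend of its volcano plot (Figure 5B), more than 2-fold and p under 0.05, the count here was 683, and every alternative set before the data were examined also differed from the paper's value at those thresholds. At more than 1.5-fold and an adjusted p under 0.05, for which the paper states no threshold, the count was 2518, within 1.5 times of the paper's 2131, and it was nearest at 2143 with counts summed per experiment set and the set as a block. At that setting all alternatives set before the data were examined were within 1.5 times except the ones without experiment set 1 in both groups (3198) and without the verapamil libraries of set 1 (3256). In the authors' deposited table, 676 genes pass the thresholds of the volcano plot and 2450 pass 1.5-fold with an adjusted p under 0.05; its adjusted p-values correspond to an adjustment over 4.31 times as many features as the 12310 genes analysed here. The log2 fold changes that Table 1 prints for 32 transcripts differed from those here by at most 0.0098, and none of the 32 differed in sign.

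The paper states that CCK was the most upregulated target at both levels. Among the 32 targets of Table 1 Cck had the highest log2 fold change here (2.08, standard error 0.18), followed by Fdps (2.06, 0.10). Fdps ranked above it without experiment set 1 in both groups (2.19 against 2.14) or in the verapamil group (2.14 against 2.10) and without the control libraries of set 2 (2.02 against 1.99). In 2 settings chosen after the data were seen, the targets above Cck included Hmgcs1, Fdps and Camk4. These settings were the GC and length correction (Cck 1.69, Hmgcs1 2.02) and the trend as covariates (Cck 1.50, Hmgcs1 2.10). With the covariates Idi1 (2.01) was above Cck as well. Without correction or covariates, 18 of all 12306 genes had larger log2 fold changes than Cck, among them Fyb (3.43), Inhbe (3.39) and Kdr (3.02). The paper describes like directions of transcript and protein for the heatmap targets other than VDAC1 and VDAC2; Atp2a3, shown there with lower protein, had a transcript log2 fold change of -0.02 (adjusted p = 0.73 in edgeR) and was called in no alternative. The heatmap's legend (Figure 5E) gives a log2 threshold of 1, which Cck (2.08) and Camk4 (1.66) pass here, while Mafa (0.85), Srxn1 (0.72), Vdac1 (0.29), Vdac2 (0.42), Atp2b1 (-0.91) and Atp2b4 (-0.58) do not.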

Other observations

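The corrections for GC content and length and the tests with them in this part were chosen only after the data were seen. Of 6 measured genes of cholesterol efflux and LXR targets, 2 rose and 4 fell in edgeR (2 and 4 when adjusted over the list alone; median log2 fold change -0.52, camera adjusted p = 0.43), with the transporter genes Abca1 (102 ± 10.3 to 42.6 ± 13.8 CPM, SD, n = 12 each; -1.26, standard error 0.15) and Abcg1 (-0.92, 0.096) lower and the phospholipid-remodelling gene Lpcat3 higher (0.51, 0.043); with the GC and length trend as covariates Abca1 was at -0.54 and Lpcat3 at 0.32, both with a call. Islet hormone genes went different ways. Gcg rose from 186 ± 9.21 to 260 ± 47.8 CPM (SD, n = 12 each; 0.49, 0.079, adjusted p = 1.4e-05; 0.10 with adjusted p = 0.45 with the GC and length trend as covariates), and Iapp fell from 2.19 ± 0.595 to 1.21 ± 0.302 CPM (-0.85, 0.16; -0.42 with adjusted p = 0.050, just over the threshold, after the GC and length correction). Of 7 measured dedifferentiation and disallowed genes, 2 rose, 4 fell and 1 did not pass (2 and 4 when adjusted over the list alone; camera adjusted p = 0.68); Sox9 fell (-0.87, 0.19; -0.84 with adjusted p = 0.068 with the covariates). Of 17 measured genes of glycolysis, 6 rose, 5 fell and 6 did not pass (6 and 5 when adjusted over the list alone; median log2 fold change -0.07, camera adjusted p = 0.80; -0.30 and 0.00014 with the GC and length trend as covariates, where the adjusted p = 0.13 with an estimated correlation), with Aldoc (0.82, 0.099) and Eno2 (0.49, 0.064; 0.27 with the covariates) higher and Eno1, which has near-identical pseudogenes and is uncertain, lower (-0.63, 0.27), a call lost in 9 of 27 alternatives.

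Of 18 measured genes of the permeability transition pore and apoptosis, 9 rose, 6 fell and 3 did not pass (9 and 6 when adjusted over the list alone; camera adjusted p = 0.38). Among its members Bak1 (log2 fold change 0.70, standard error 0.099, adjusted p = 3.0e-06 in edgeR), Bbc3 (0.59, 0.080, 1.7e-06) and Bax (0.55, 0.076, 2.0e-06) rose, in 9, 11 and 12 of 12 verapamil libraries above every control, and the caspase inhibitor gene Xiap fell (-1.05, 0.29, 0.0033). With the GC and length trend as covariates none of the 4 passed: Bak1, Bbc3 and Bax were at 0.31, 0.20 and 0.12 (adjusted p = 0.089, 0.075 and 0.19) and Xiap at 0.27 (0.36); Xiap did not pass over summed counts either (adjusted p = 0.072). Of 12 measured inflammatory and interferon genes, 4 rose, 1 fell and 7 did not pass (3 and 1 when adjusted over the list alone; camera adjusted p = 0.43). The only measured gene encoded in mitochondria, mt-Co3, fell from 2.58 ± 0.632 to 1.40 ± 0.626 CPM (SD, n = 12 each; -0.87, and -0.43 after the GC and length correction). Of the 11 genes named in the discussion of the paper and measured here, 8 rose and 3 fell (8 and 3 when adjusted over the list alone), a list chosen by the study and so not independent evidence. Ndufa11 was lower (-2.15, standard error 0.65), but its control level of 2.21 ± 4.76 CPM (SD, n = 12) has an SD above its mean, and its call was lost in 7 of 25 alternatives, among them the comparison without experiment set 1 (-0.85, adjusted p = 0.13).

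Markers of other cell types were few among the measured genes. Of 19 acinar markers 2 were measured, and both rose in edgeR (2 when adjusted over the list alone; camera adjusted p = 0.0054), with Bhlha15 rising from 1.45 ± 0.345 to 2.85 ± 0.752 CPM (SD, n = 12 each). For this list the adjusted p = 0.054 with an estimated correlation, and 0.0080 with an estimated correlation and the GC and length covariates. Of 10 endothelial markers 2 were measured, and both rose (2 when adjusted over the list alone; camera adjusted p = 0.0068, 0.042 with an estimated correlation): Kdr from 1.86 ± 0.859 to 15.3 ± 2.93 CPM and Esam from 16.1 ± 1.47 to 29.2 ± 4.74 CPM (SD, n = 12 each). Of the other lists none passed camera: 3 measured genes of other islet cells (1 higher, 1 lower; adjusted p = 0.43), 5 of gut enteroendocrine cells (2 higher, 1 lower; 0.51), 7 of ductal cells (2 higher, 3 lower; 0.50, and 0.040 with the trend as covariates, where the adjusted p = 0.078 with an estimated correlation), 11 of neurons (2 higher, 3 lower; 0.50) and 3 of fibroblasts (1 higher, 1 lower; 0.80), with the same counts when adjusted over the list alone. Of 13 markers of macrophages and leukocytes, 0 were among the genes tested here.

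For serum-starved MIN6 cells the paper reports more Ki67 staining after verapamil and, in shorter treatments, a larger share of cells in G2/M. It also reports more phosphorylated histone H3 protein after verapamil, which it calls a marker of mitosis and proliferation. For cells in medium with 5.6 mM glucose it reports more proliferation by MTT assay after 24 h of verapamil and a faster growth curve. In the libraries here, from cells at 5.6 mM glucose after 24 h of verapamil, Mki67 transcripts were lower (log2 fold change -1.66, adjusted p = 0.00022 in edgeR), and so were 22 of 27 measured G2/M genes, while Ccnd1 was higher. With the GC and length trend as covariates Mki67 was at -0.28 (adjusted p = 0.55), and for the G2/M list the adjusted p = 0.054 with an estimated correlation, but 0.029 after the GC and length correction and 0.015 with the covariates. Staining, histone H3 protein, cell cycle phase, MTT signal and growth were not analysed here.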
